# Fibrinogen triggers perivascular fibroblast activation in a mouse model of cortical ischemic stroke

**DOI:** 10.1016/j.isci.2025.113834

**Published:** 2025-10-24

**Authors:** Jose C. Martínez Santamaría, Corey Fehlberg, Pasquale Conforti, Jan N. Ness, Francesca Garafulic Justiniano, Pedro Manzitti, Felicitas Bucher, Jae K. Lee, Christian Schachtrup

**Keywords:** Physiology, Neuroscience, cell biology

## Abstract

Fibrotic scar formation caused by stromal cells is often associated with chronic, non-healing pathology impeding repair of the central nervous system (CNS). Perivascular fibroblasts (PVFs) in the perivascular space are activated, express and deposit excess collagen I (Col I), and form a fibrotic scar following CNS disease. Here we show that blood-derived fibrinogen deposition in the perivascular space following photothrombosis, a mouse model for ischemic stroke, initially induces PVF activation. Pharmacological fibrinogen depletion reduces PVF activation and migration away from blood vessels to build up the fibrotic scar. Fibrinogen-induced beta1 integrin signaling in PVF regulates Col I expression. Single-cell RNA sequencing and genetic approches revealed a contribution of fibrinogen-induced myeloid cells to PVF activation. Fibrinogen depletion abrogates PVF-astrocyte signaling and lesion border formation, promoting neuronal survival and plasticity. We propose that fibrinogen is a critical trigger for fibrotic scar formation, inhibiting neuronal regeneration after stroke.

## Highlights

• Cortical injury leads to immediate fibrinogen deposition in the perivascular space
• Fibrinogen induces PVF activation and Col I expression via β1 integrin signaling
• Fibrinogen-induced myeloid cell activation contributes to PVF activation
• Fibrinogen orchestrates lesion border formation, hindering neuronal regeneration

## Introduction

Fibrotic scar formation in the central nervous system (CNS) is driven by stromal cells depositing an excess of extracellular matrix (ECM) proteins (e.g., collagen I (Col I)) that is often associated with chronic, non-healing pathology that impedes CNS repair.^1^^,^^2^^,^^3^^,^^4^^,^^5^ Perivascular fibroblasts (PVFs) located in the perivascular space are loosely associated with larger blood vessels and express ECM structural components and its modifiers or receptors, suggesting a function in basement membrane protein production and contribution to cerebrovascular structures in rodents and humans in healthy conditions.^6^^,^^7^^,^^8^^,^^9^^,^^10^ Once activated after CNS disease (e.g., after stroke), PVF proliferate, migrate away from the vasculature and express and secrete an excess of Col I, contributing significantly to fibrotic scar formation.^11^^,^^12^^,^^13^^,^^14^

One of the earliest events in CNS pathologies, such as multiple sclerosis, Alzheimer’s disease, traumatic brain injury and stroke, is leakage of blood components into brain parenchyma^15^^,^^16^ at areas that correlate with scar formation.^17^ Fibrinogen (coagulation factor I) is a 340–kDa protein secreted by hepatocytes in the liver and present in the blood circulation at 3–5 mg/mL. Fibrinogen is cleaved by thrombin and, upon conversion to fibrin, serves as the major architectural protein component of blood clots.^16^^,^^18^ Beyond its function in blood clotting, fibrinogen acts as a multi-faceted signaling molecule that influences inflammatory, neurodegenerative and repair processes in the injured CNS.^19^ Fibrinogen mediates functions in the nervous system as a ligand for cell-specific receptors. In microglia, fibrinogen induces activation of Akt and Rho via the CD11b/CD18 integrin receptor (complement receptor 3).^20^^,^^21^ In astrocytes, fibrinogen as a carrier of latent TGF-β induces TGF-β receptor activation to regulate astrocyte activation and lesion border formation.^17^^,^^22^ Recent advancements in animal models and human tissue analysis implicate the blood-derived coagulation factor fibrinogen as a molecular link between vascular permeability and astrocyte activation and lesion border formation.^17^^,^^22^^,^^23^^,^^24^ However, the role of fibrinogen in PVF activation and fibrotic scar formation after stroke remains unknown.

In this study, we investigated the role of fibrinogen in the activation of PVF in mice subjected to photothrombotic ischemia (PT), a mouse model of cortical ischemic stroke. Here, we show that cortical PT-evoked fibrinogen deposition in the perivascular space precedes PVF activation. Pharmacological depletion of fibrinogen reduced PVF activation, migration and deposition of Col I via beta1 integrin signaling, reducing overall fibrotic scar formation. Single-cell RNA sequencing (scRNA-seq) and genetic approaches revealed a contribution of fibrinogen-induced myeloid cells to PVF activation. Finally, depletion of fibrinogen reduces PVF-astrocyte interactions and lesion border formation and increased neuronal survival and plasticity after PT. Consequently, we propose that fibrinogen is an initial regulator of PVF activation in the perivascular space via integrin signaling after stroke.

## Results

### Fibrinogen deposition precedes PVF activation in the perivascular space after cortical injury

To investigate the role of fibrinogen on PVFs and fibrotic scar formation, we first examined the time course of fibrinogen deposition and PVF activation in a mouse model of cortical ischemic stroke (PT) using mouse lines genetically targeting CNS fibroblasts (*collagen1α1-EGFP* and *collagen1α2-Cre*^*ERT2*^^7^^,^^11^^,^^12^^,^^25^). After PT, we detected immediate and massive fibrinogen deposition in the cortical lesion area at day 1 after PT and before the increase of GFP+ cells in *collagen1α1-EGFP* transgenic mice forming the fibrotic scar at days 3 and 6 after PT (Figures 1A–1C, S1A–S1D, and S2A). PVFs reside in the perivascular space of large-diameter arterioles and venules, but not the capillaries.^2^^,^^6^^,^^7^^,^^9^^,^^12^ Morphometric analysis and 3–D reconstruction of blood vessels in the cortical lesion area revealed that fibrinogen colocalized with GFP+ cells in the perivascular space at day 1 and day 3 after PT, whereas fibrinogen was absent in healthy mice (Figures 1D–1F). Of note, individual GFP+ PVFs revealed a morphological change and an increased cell volume 3 days after PT (Figure 1G), indicating their early activation in the perivascular space. In accordance, protein expression levels of Col I and periostin, both activated fibroblast-secreted ECM proteins,^11^^,^^26^ were increased in GFP+ PVFs in the first days after PT in the tamoxifen-inducible *collagen1α2-Cre*^*ERT2*^*:Rosa26-EYFP* and *collagen1α1-EGFP* fibroblast-targeting mouse lines (Figures 1H, 1I, S2B, and S2C). These observations suggest that fibrinogen deposition in the perivascular space is an early inducer of PVF activation.

**Figure 1:**
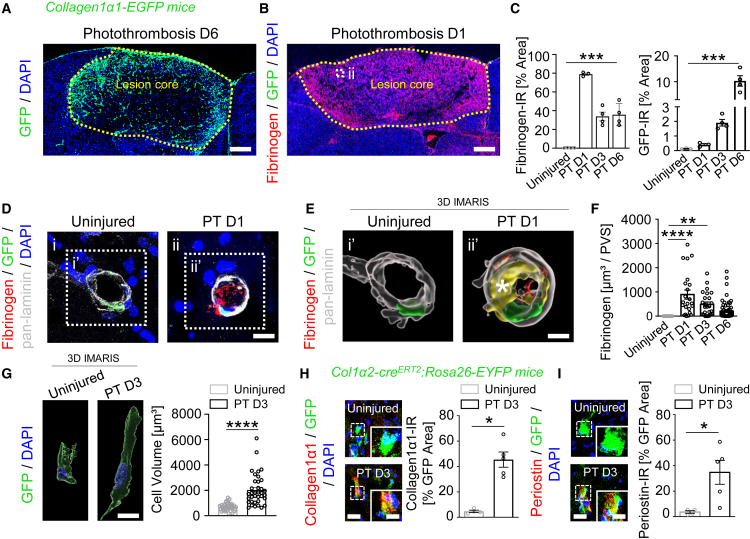
Fibrinogen deposition precedes PVF activation in the perivascular space after cortical injury (A) Representative image of GFP (green) in *collagen1α1-EGFP* mice in the lesion core 6 days after PT (*n* = 4 mice). Scale bar, 400 μm. (B) Representative image of fibrinogen (red) and GFP (green) in the lesion core 1 day after PT (*n* = 3 mice). White dashed box (ii) indicate the enlargement of a vessel area presented in Figure 1D. Scale bar, 400 μm. (C) Quantification of fibrinogen- (left) and GFP- (right) immunoreactivity (IR) in the lesion core per area (*n* = 4 mice, uninjured, PT D3, PT D6; *n* = 3 mice, PT D1). ∗∗∗*p* < 0.001 by one-way ANOVA. (D) Representative images of fibrinogen (red), GFP (green) and pan-laminin (gray) in the vasculature of the lesion core 1 day after PT compared to uninjured brain. White dashed boxes (i’, ii’) indicate enlargement of vessel areas presented in Figure 1E. Scale bar, 10 μm. (E) 3D reconstruction of the cortical vasculature 1 day after PT showing fibrinogen deposition (white star) in the perivascular space (yellow), compared to the uninjured brain. Scale bar, 5 μm. (F) Quantification of fibrinogen and pan-laminin colocalization in the perivascular space (*n* = 3 mice; 18 vessel areas, uninjured; 23 vessel areas, PT D1; 25 vessel areas, PT D3; 71 vessel areas, PT D6). ∗∗*p* < 0.01 by one-way ANOVA; ∗∗∗∗*p* < 0.0001 by one-way ANOVA. (G) 3D reconstruction of GFP+ cells in the perivascular space in the lesion core of mice 3 days after PT, compared to uninjured mice. Scale bar, 10 μm. Quantification of GFP+ cell volume (*n* = 3 mice, 36 cells). ∗∗∗∗*p* < 0.0001 by Mann-Whitney U test. (H) Representative images of collagen1*α*1 (red) in combination with GFP (green) in the perivascular space in the lesion core of *collagen1α2-cre*^*ERT2*^*:Rosa26-EYFP* mice 3 days after PT, compared to uninjured mice. Scale bars, 10 μm (overviews), 5 μm (magnifications). Quantification of collagen1α1–IR per GFP+ area (*n* = 4 mice, uninjured; *n* = 5 mice, PT D3). ∗*p* < 0.05 by Mann-Whitney U test. (I) Representative images of periostin (red) in combination with GFP (green) in the perivascular space in the lesion core of *collagen1α2-cre*^*ERT2*^*:Rosa26-EYFP* mice 3 days after PT, compared to uninjured mice. Scale bars, 10 μm (overviews), 5 μm (magnifications). Quantification of periostin-IR per GFP+ area (*n* = 4 mice, uninjured; *n* = 5 mice, PT D3). ∗*p* < 0.05 by Mann-Whitney U test. All data are shown as mean ± s.e.m. See also Figures S1 and S2.

### Fibrinogen deficiency reduces PVF activation

To determine if fibrinogen is required for PVF activation and fibrotic scar formation after PT, we used systemic administration of the pharmacologic reagent ancrod to deplete fibrinogen before PT and for the duration of the experiment. Fibrinogen depletion resulted in a ∼65% fewer activated PVFs in the lesion core at day 6 after PT than in control mice (Figure 2A), while it did not change the overall lesion size at day 7 after PT (Figure S3A). Importantly, fibrinogen depletion revealed a repression of *collagen1α1* and *periostin* mRNA expression by FACS-sorted GFP+ PVFs at day 3 after PT, the time point when these cells are still located in the perivascular space, compared to vehicle-treated mice (Figure 2B). In line, fibrinogen depletion reduced Col I and periostin protein expression in GFP+ cells both by ∼62.5% at day 3 after PT and by ∼57% and ∼78% at day 6 after PT, respectively (Figures 2C and S3B). Furthermore, fibrinogen depletion decreased the PVF cell volume as determined by 3–D reconstruction at day 3 after PT (Figure 2D), indicating that fibrinogen regulates PVF activation already within the perivascular space. Of note, fibrinogen depletion significantly reduced Col I protein expression 7 days after laser-induced choroidal neovascularization (CNV), a mouse model of age-related macular degeneration (AMD),^27^ compared to the control group (Figures S4A–S4C), suggesting that fibrinogen not only regulates fibrosis and Col I expression in stroke, but also in other CNS diseases.

**Figure 2:**
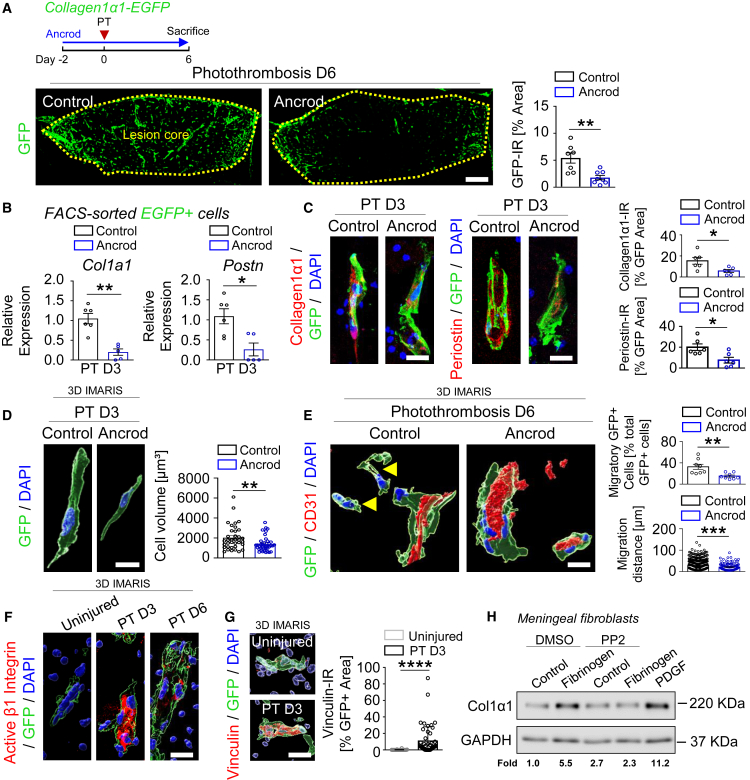
Fibrinogen deficiency reduces PVF activation after PT (A) Experimental setup for photothrombosis (PT) on fibrinogen-depleted (ancrod) and NaCl-treated (control) *collagen1α1-EGFP* mice. Representative images of GFP (green) in the lesion core of fibrinogen-depleted and control mice 6 days after PT. Scale bar, 400 μm. Quantification of GFP-immunoreactivity (IR) in the lesion core per area (*n* = 7 mice, control; *n* = 8 mice, ancrod). ∗∗*p* < 0.01 by Student’s *t* test. (B) Expression of *collagen1α1* and *periostin* mRNA in FACS-isolated GFP+ cells of fibrinogen-depleted and control *collagen1α1-EGFP* mice 3 days after PT determined by qPCR and normalized to GAPDH (*n* = 6 mice, control; *n* = 5 mice, ancrod). ∗*p* < 0.05, ∗∗*p* < 0.01 by Mann-Whitney U test. (C) Representative images of collagen1*α*1 (red, left) and periostin (red, right) in combination with GFP (green) in the perivascular space in the lesion core of fibrinogen-depleted and control mice 3 days after PT. Scale bar, 20 μm. Quantification of Collagen1α1- and periostin-IR per GFP+ area (*n* = 6 mice). ∗*p* < 0.05 by Mann-Whitney U test. (D) 3D reconstruction of GFP+ cells in the perivascular space in the lesion core of fibrinogen-depleted and control mice 3 days after PT. Scale bar, 10 μm. Quantification of GFP+ cell volume (*n* = 3 mice; 36 cells, control; 39 cells, ancrod). ∗∗*p* < 0.01 by Mann-Whitney U test. (E) 3D reconstruction of GFP (green) and CD31 (red) in the lesion core of fibrinogen-depleted (ancrod) and control mice 6 days after PT, compared to uninjured mice. Yellow arrowheads indicate migratory PVF. Scale bar, 10 μm. Quantification of migratory PVF (*n* = 8 mice). ∗∗*p* < 0.01, by Student’s *t* test. Quantification of PVF migration distance away from vasculature (*n* = 8 mice; 504 cells, control; 125 cells, ancrod). ∗∗∗*p* < 0.001 by Mann-Whitney U test. (F) 3D reconstruction of active β1 integrin (red), and GFP (green) in the lesion core 3 and 6 days after PT, compared to uninjured mice (*n* = 3 mice). Scale bar, 10 μm. (G) 3D reconstruction of vinculin (red), and GFP (green) in the lesion core 3 days after PT, compared to uninjured mice. Scale bar, 20 μm. Quantification of vinculin-IR in GFP+ area (*n* = 6 mice; 32 cells, control; 49 cells, ancrod). ∗∗∗∗*p* < 0.0001 by Mann-Whitney U test. (H) Representative western blot image of collagen1α1 expressed by meningeal fibroblasts pretreated for 1 h with PP2 and treated for 1 day with fibrinogen. PDGF served as a positive control (*n* = 4 biological replicates). All data are shown as mean ± s.e.m. See also Figures S3–S7.

Next, we analyzed whether fibrinogen regulates PVF overt migration away from blood vessels to form a component of the fibrotic scar and express and secrete pathological matrix deposition. Fibrinogen alters the alpha smooth muscle actin (α-SMA) immunoreactivity *in vivo* and *in vitro* (Figures S5A and S5B), suggesting a potential transformation of PVF into migrating myofibroblast-like cells.^28^ PVF reside between the mural cell layer and astrocytic endfeet,^2^^,^^6^^,^^7^^,^^12^ and astrocyte endfeet coverage of blood vessels in the lesion core is disrupted at day 3 after PT (Figure S5C), the time point when PVFs initiate their overt migration away from blood vessels (Figure S5D). CD44, a cell-surface receptor sensor for ECM changes^29^ and important for fibroblast migration (Figure S6A), is induced in GFP+ PVFs 3 days after PT (Figure S6B) and regulated by fibrinogen *in vitro* (Figure S6C). Importantly, fibrinogen depletion reduced the migratory GFP+ cell number and their migration distance from the vasculature by ∼55% and ∼30%, respectively, 6 days after PT, compared to the control group (Figures 2E and S6D). This suggests that immediate fibrinogen deposition in the perivascular space regulates the initial PVF activation, their expression of cell-surface receptors for migration, and their overt migration away from the vasculature to the lesion core to build up the fibrotic scar after PT.

Fibrinogen acts as a provisional matrix inducing integrin and non-integrin receptor-mediated signaling, potentially leading to changes in PVF morphology and function.^16^ Fibroblasts sense the mechanical properties of the ECM by integrin and non-integrin mechanoreceptors,^30^ and given their positioning in the perivascular space, PVFs likely receive their activation cues via an altered perivascular space composition, such as fibrinogen deposition, leading to PVF activation. Indeed, immunolabeling for active β1 integrin (9EG7 antibody^31^) revealed its drastic appearance in PVFs at day 3 after PT (Figure 2F), coinciding with fibrinogen deposition and initial PVF activation. Active β1 integrin was barely detectable at day 6 after PT and in healthy mice (Figure 2F). In PVFs 3 days after PT, levels of vinculin, a mechanosensitive component of integrin adhesions,^32^ were greater than the base level expression in heathy mice (Figure 2G). A common mechanism that transmits integrin signaling is activation of Src family kinases (SFK).^33^ Neutralization of β1 integrin signaling by applying an SFK inhibitor resulted in a ∼60% decrease in fibrinogen-induced PVF Col 1 expression and secretion (Figures 2H and S6E), indicating that fibrinogen-induced β1 integrin-mediated mechanotransduction is regulating PVF activation and ECM secretion after PT. Of note, fibrinogen depletion by ancrod administration affected neither the cell number nor proliferation of GFP+ PVFs in the perivascular space at day 3 after PT, whereas PVF cell death was affected on a very low level (∼4% in control vs. ∼8% in ancrod) (Figures S7A–S7C). These data suggest that immediate fibrinogen deposition regulates β1 integrin signaling-mediated initial PVF activation in the perivascular space, and their overt migration away from the vasculature to build up the fibrotic scar after PT.

### Fibrinogen-induced myeloid cells contribute to PVF activation

So far, we found that fibrinogen was immediately deposited in the perivascular space and triggers initial PVF activation after PT (Figures 1 and 2). Blood-derived monocytes (Ccr2+CD68^–^), inflammatory macrophages (Ccr2+CD68^+^) and activated perivascular macrophages (CD206+CD68^+^) in the perivascular space (Figures 3A, 3B, and S8) are present in the cortical ischemic stroke area within the first days after PT, coinciding with massive fibrinogen deposition (Figures 1B and 1C). Fibrinogen triggers inflammatory and pro-oxidant activation of microglia and peripheral immune cells via binding to CD11b/CD18.^19^ Next, we analyzed whether fibrinogen-induced myeloid cell activation contributes to initial PVF activation and fibrotic scar formation after PT. The contribution of neuroinflammation to fibrotic scar formation has been described in animal models of multiple sclerosis^11^ and spinal cord injury,^34^ but not stroke. Therefore, we depleted myeloid cells with the colony-stimulating factor 1 receptor (CSF1R) inhibitor PLX5622 (Figures S9A–S9C) and revealed a reduced periostin protein expression by 47% and a non significant reduced Col I expression by 30%, compared to vehicle-treated control mice at day 7 after PT (Figure 3C). Thus, myeloid cells revealed a contribution to fibrotic scar formation after cortical PT.

**Figure 3:**
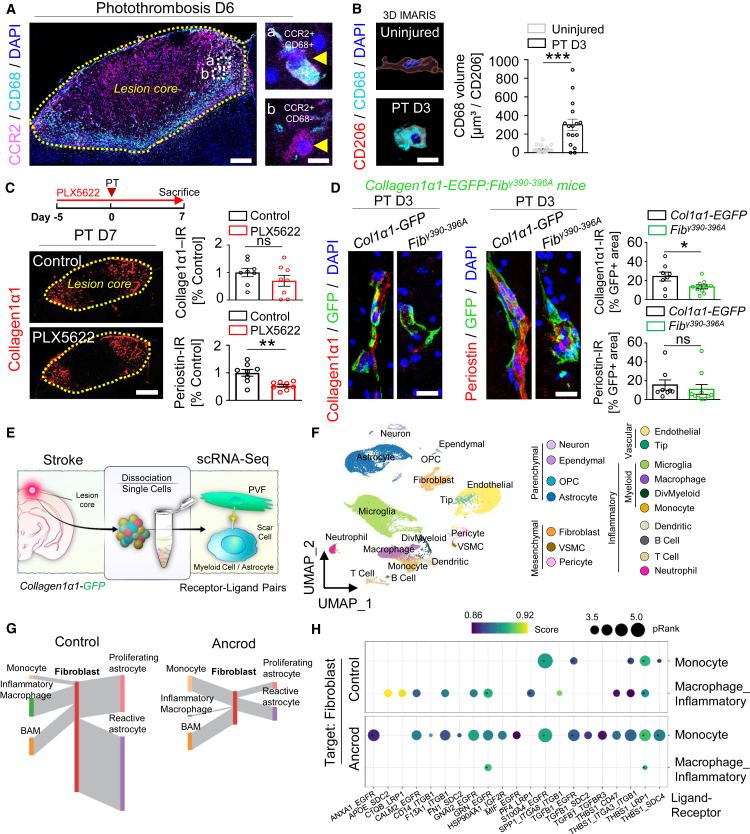
Fibrinogen-induced myeloid cells contribute to PVF activation after PT (A) Representative image of CCR2 (magenta) and CD68 (cyan) in the lesion core 6 days after PT (*n* = 1 mouse). White dashed boxes (a, b) indicate the enlargement of CCR2+ cells (right). Yellow arrowheads indicate a CCR2+CD68^+^ cell (right, top) and a CCR2+CD68^–^ cell (right, bottom). Scale bars, 400 μm (overview), 5 μm (magnifications). (B) 3D reconstruction of CD206 (red) and CD68 (cyan) in the perivascular space in the lesion core 3 days after PT, compared to uninjured mice. Scale bar, 5 μm. Quantification of CD68 volume in CD206^+^ perivascular macrophages (*n* = 2 mice; 19 cells, uninjured; 16 cells, PT D3). ∗∗∗*p* < 0.001 by Mann-Whitney U test. (C) Experimental setup for photothrombosis (PT) on myeloid cells-depleted (PLX5622)- and chow-fed (control) mice. Representative images of collagen1α1 (red) in the lesion core in myeloid cell-depleted and control mice 7 days after PT. Scale bar, 400 μm. Quantification of collagen1α1- and periostin-immunoreactivity (IR) in the lesion core per area normalized by the control group (*n* = 8 mice). ns, not significant, ∗∗*p* < 0.01 by Student’s *t* test. (D) Representative images of collagen1*α*1 (red, left) and periostin (red, right) in combination with GFP (green) in the perivascular space in the lesion core of *collagen1α1-EGFP:Fib*^*γ390–396A*^ mice, compared to *collagen1α1-EGFP* mice 3 days after PT. Scale bars, 20 μm. Quantification of collagen1α1- and periostin-IR per GFP+ area normalized by the control group (*n* = 8 mice, *collagen1α1-EGFP*; *n* = 10 mice, *collagen1α1-EGFP:Fib*^*γ390–396A*^). ns, not significant and ∗*p* < 0.05 by Student’s *t* test (top) and Mann-Whitney U test (bottom). (E) scRNA-seq of the lesion core after PT and receptor-ligand pair analysis of PVFs and other scar cells. (F) UMAP representation of individual cells from the lesion core in fibrinogen-depleted and control mice 6 days after PT by scRNA-seq. Each dot represents an individual cell. OPC, oligodendrocyte precursor cell. VSMC, vascular smooth muscle cell. (G) Sankey diagram depicting cell interactions between different cell populations in fibrinogen-depleted and control mice 6 days after PT. Thickness of gray lines represents number of interactions. BAM, border-associated macrophage. (H) Dot plot of interaction scores for ligand-receptor pairs between fibroblasts to reactive monocytes or inflammatory macrophages and operating signaling pathways in fibrinogen-depleted and control mice 6 days after PT. Dot size represents the log of the *p* value of aggregated scores. Dot color represents the ligand-receptor strength score from SCA analysis. ∗ ≥ 0.01 NATMI edge specificity. All data are shown as mean ± s.e.m. See also Figures S8–S12.

Next, we analyzed whether fibrinogen-induced myeloid cell activation, including perivacular macrophages, contributes to initial PVF activation. Perivascular macrophages and PVF share the same compartment in homeostatic conditions,^35^^,^^36^ and early activated perivascular macrophages (Figures 3B and S8) might be critical in shaping initial PVF responses after PT (Figures S10A and S10B). So far, there are no available pharmacological or genetic tools for a specific depletion of these cells that allow us to carefully evaluate their role in PVF activation. Therefore, we crossed the Fib^γ390–396A^ mouse line, which expresses mutant fibrinogen that retains normal clotting function but lacks the fibrinogen γ_390–396_ binding motif to CD11b/CD18,^37^ with the *collagen1α1-EGFP* reporter mouse line to generate *collagen1α1-EGFP:Fib*^*γ390–396A*^ mice to test early fibrinogen-induced myeloid cell activation, including early perivacular macrophage activation (Figures 3B and S8), on initial PVF activation. Immunolabeling for Col I and periostin in the *collagen1α1-EGFP:Fib*^*γ390–396A*^ fibroblast-reporter mouse line revealed that Col I expression in GFP+ PVFs was reduced by 45% and periostin expression was not significantly reduced by 30% at day 3 after PT (Figure 3D). This showed that early fibrinogen-induced myeloid cell activation, including the early activated perivascular macrophages, contributed to the initial PVF activation in the perivascular space after PT.

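Single cells were sequenced from the injury site and the spared tissue around it 6 days after PT, in 4 control mice given saline and 4 mice depleted of fibrinogen with ancrod. Saline or 2.4 U ancrod per day came from osmotic minipumps implanted 2 days before PT. Each mouse gave 1 library, and the sample labels place 3 mice of each group in batch 1 and 1 mouse of each group in batch 2, for both injury and sequencing. The authors deposited UMI counts per gene and droplet, made with Cell Ranger on GRCm39, without normalization and with every droplet kept, at 1679436 to 2216653 barcodes per library. Total UMIs per library ranged from 97861434 to 122758649 in control mice (median 115213348) and from 126682918 to 142139441 in ancrod mice (median 135897850), so that the groups did not overlap in depth. Droplets were kept as cells when they reached the inflection point of the barcode rank curve (2048 to 3846 UMIs), held less than 30% mitochondrial UMIs and lay within 3 median absolute deviations of the median of log10 UMIs and of log10 genes. The emptyDrops filter of the methods was not repeated here. In each library the droplets with the highest Scrublet scores were removed as doublets, at a rate of 0.8% per 1000 cells, and the authors' inspection of doublet clusters was not repeated. This left 20651 cells of control mice and 20353 cells of ancrod mice. Cells were clustered on genes that did not include the 42 genes of the ligand-receptor pairs fixed in advance, while 21 other genes of the pairs labelled in Fig. 3H and 4A, among them Pf4 and C1qb, were not left out. Clusters were named from markers fixed in advance. The authors' own annotation was not used here, so each name carries the ending "-like" and the names may differ from those of the study. Clusters stayed unnamed where, for example, their leading genes held more markers of another class, and the rules for this were set after the clusters had been seen. Unnamed cells made up 6.2% ± 0.911 (SD, n = 4 mice) of cells in control mice and 9.63% ± 1.57 (SD, n = 4) in ancrod mice. The mouse, not the cell, was the replicate. Shares and scores were compared with a two-sided exact permutation test over the 70 arrangements of the 8 mice, whose smallest possible p is 0.0286. For gene expression, UMIs were summed per mouse and cell class and tested with edgeR's quasi-likelihood method after TMM normalization, with Benjamini-Hochberg adjustment.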

To characterize the contribution of fibrinogen to PVF-myeloid cell-cell interactions and fibrotic scar formation after PT, we performed scRNA-seq of the lesion core 6 days after PT and analyzed PVF-myeloid cell interaction in fibrinogen-depleted and control mice (Figure 3E). We obtained 3318 macrophages, 1515 monocytes, and 2634 fibroblasts in addition to brain parenchymal, vascular, inflammatory, and other mesenchymal cells (Figures 3F and S11A–S11D). 

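After filtering, 3485 cells were named macrophage-like (2844 inflammatory and 641 border-associated), 813 monocyte-like and 1711 fibroblast-like. The fibroblast-like cells comprised 541 cells of control mice and 1170 cells of ancrod mice. Each control mouse gave between 31 and 206 of them, and each ancrod mouse between 94 and 510. Monocyte-like cells numbered between 30 and 222 per mouse. The largest other classes were 16976 microglia-like, 6911 endothelial-like, 2386 homeostatic astrocyte-like and 1304 reactive astrocyte-like cells. Fibroblast-like cells were the deepest of the classes compared, with a median of 39667 UMIs per cell, against 28052 in inflammatory macrophage-like and 14946 in monocyte-like cells. In addition, 417 cells with fibroblast as their best marker score stayed unnamed because a marker of another class, and none of fibroblasts, was among their 10 leading genes. They came from 3 clusters: 182 cells with the macrophage marker Fabp4 beside Mmp13, Col1a2, Col1a1 and Col3a1, 174 with the smooth muscle marker Acta2 beside Cthrc1, Col1a1, Col1a2 and Timp1, and 61 with the smooth muscle markers Acta2 and Tagln beside Aspn and Fmod. The paper reads alpha smooth muscle actin, the product of Acta2, as a possible sign of myofibroblast-like PVFs, so such cells may be among the 417. Cells rich in collagen transcripts are thus left out of the fibroblast-like cells compared below, unless clusters are named by score, an alternative chosen after seeing the clusters. These cells made up 0.313% ± 0.283 (SD, n = 4) of cells in control mice and 1.78% ± 1.21 (SD, n = 4) in ancrod mice. A further 89 cells scored as fibroblast and inflammatory macrophage at once, at 0.222% ± 0.217 (SD, n = 4) in control and 0.217% ± 0.170 (SD, n = 4) in ancrod mice. Among myeloid cells, 658 cells with an inflammatory macrophage score stayed unnamed because monocyte markers such as Chil3 and F10 led the cluster, at 1.29% ± 0.833 (SD, n = 4) in control and 1.88% ± 0.943 (SD, n = 4) in ancrod mice.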

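Ligand-receptor interaction was scored in each mouse with the LRscore of SingleCellSignalR, which divides the square root of ligand times receptor expression by the same quantity plus the mean expression of the mouse's whole matrix, and runs from 0 to 1. Expression was the mean over the cells of a class after normalization of every cell to 10000 UMIs and log transformation. The ligand was read in the first cell class named and the receptor in the second, and a receptor complex took the value of its lowest subunit. The scores were averaged over 17 pairs for myeloid cells and fibroblasts and 35 pairs for fibroblasts and astrocytes, which were fixed in advance from the receptors and ligands that the paper names. The LIANA package and its resource were not used here, so aggregate ranks and numbers of interactions were not recomputed.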

To gain mechanistic insight into PVF-myeloid cell interaction in fibrinogen-depleted mice after distant cortical injury, we used the LIANA v0.1.12 package to evaluate interaction scores on the basis of the average expression levels of known ligands and receptors in two distinct cell populations.^38^ Interestingly, fibrinogen depletion drastically reduced the PVF-inflammatory macrophage interaction and increased PVF-monocyte interaction, suggesting that fibrinogen-triggered peripheral immune cell activation in the lesion core fosters cellular interactions with PVFs (Figures 3G, S12A, and S12B). 

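The mean LRscore from inflammatory macrophage-like to fibroblast-like cells was 0.711 ± 0.00950 (SD, n = 4) in control mice and 0.708 ± 0.0141 (SD, n = 4) in ancrod mice. Their difference of −0.00251 was below 1 SD of each group (exact permutation test, two-sided, p = 0.83). It was 0.000738 in batch 1 (3 mice against 3) and −0.0122 in batch 2 (1 mouse against 1). Subtracting the free RNA of the empty droplets moved this score most, to a difference of −0.0105 (exact permutation test, two-sided, p = 0.486), while thinning every cell to 5000 UMIs turned it to 0.00272. Over the alternatives the lowest p was 0.0857 (exact permutation test, two-sided), with every mouse kept. Leaving out mice, the lowest was 0.514 in the same test. From monocyte-like to fibroblast-like cells the score was 0.678 ± 0.0234 (SD, n = 4) in control and 0.669 ± 0.0262 (SD, n = 4) in ancrod mice, a difference of −0.00890 (exact permutation test, two-sided, p = 0.657) with −0.00447 in batch 1 and −0.0222 in batch 2. Without doublet removal this difference was 0.00433, and without ancrod mouse 4 it was 0.00415. The pairs that differed most were Tgfa and Egfr (0.330 to 0), Areg and Egfr (0.0724 to 0.319) and Hbegf and Egfr (0.331 to 0.190). No other pair differed by more than 0.0201, so the monocyte-like mean depends mainly on these low-scoring pairs. It also rests on 813 cells, against 1515 monocytes in the paper. The 658 unnamed cells led by monocyte markers were not counted in it, nor when clusters were named by score. Whether they would change its direction was not tested. Border-associated macrophage-like cells scored 0.668 ± 0.0333 (SD, n = 4) in control and 0.681 ± 0.00520 (SD, n = 4) in ancrod mice, a difference of 0.0123 (exact permutation test, two-sided, p = 0.629). Within batches it came to 0.0170 and −0.00185, and after thinning to 0.0460 (exact permutation test, two-sided, p = 0.0286, the smallest possible), the only alternative with a p below the threshold. Across the 5 score comparisons every Benjamini-Hochberg adjusted p from the exact permutation tests was 0.83. When all cells of a treatment were pooled, as in the study, ancrod minus control was −0.00186 for inflammatory macrophage-like, −0.00997 for monocyte-like and −0.00577 for border-associated macrophage-like cells, values that carry no test.

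**Figure D1:**
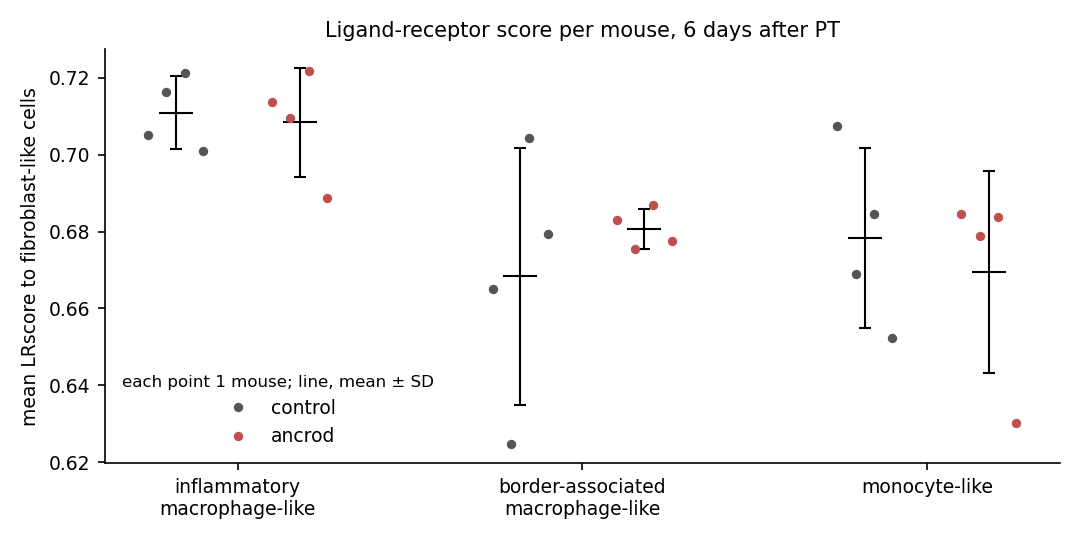
Mean LRscore to fibroblast-like cells (vertical axis, no unit) by sending cell class, in control and ancrod mice; points are single mice, and lines are the mean ± SD of 4 mice. The groups overlap in each class, with ancrod mice at 0.689 to 0.722 for inflammatory macrophage-like cells and control mice at 0.701 to 0.721.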

The highest interaction scores between PVFs and inflammatory macrophages in the untreated condition included signaling pathways associated with the fibroblast receptors EGFR, SDC2, and integrin receptors, which have been described to regulate fibroblast proliferation and activation in other organs^39^^,^^40^^,^^41^ (Figure 3H). 

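In fibroblast-like cells, Egfr (ENSMUSG00000020122; chromosome 11 of GRCm39, 16702198 to 16868158) stood at 458 ± 107 CPM (SD, n = 4) in control mice and 346 ± 37.7 CPM (SD, n = 4) in ancrod mice. Its log2 fold change was −0.40 (standard error 0.15, adjusted p = 0.332 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every ancrod mouse was below every control mouse. Control mouse 3, with 31 fibroblast-like cells, held the highest value at 619 CPM, and leaving out mice in turn moved the log2 fold change between −0.46 and −0.23. Sdc2 (ENSMUSG00000022261; chromosome 15, 32920699 to 33035213) was at 212 ± 27.7 CPM (SD, n = 4) and 200 ± 11.5 CPM (SD, n = 4), a log2 fold change of −0.09 (standard error 0.10, adjusted p = 0.737, same test). The 7 integrin subunits measured were 5 higher and 2 lower, with log2 fold changes from −0.32 (Itga8) to 0.34 (Itga5) and adjusted p in edgeR's test from 0.386 to 0.977. Itga3, with control and ancrod means of 4.96 and 5.18 CPM, and Itgb8 changed direction under some alternatives. Summed UMIs of fibroblast-like cells ranged from 1399012 to 20281919 per mouse. For the pairs scored, Grn and Egfr gave the highest LRscore of the Egfr pairs from inflammatory macrophage-like cells, at 0.918 ± 0.00561 (SD, n = 4) in control and 0.913 ± 0.00210 (SD, n = 4) in ancrod mice (exact permutation test, two-sided, p = 0.143). Apoe and Sdc2 scored 0.939 ± 0.00161 (SD, n = 4) and 0.938 ± 0.00182 (SD, n = 4) in the same comparison (exact permutation test, two-sided, p = 0.457).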

Interestingly, in ancrod-treated animals, these signaling pathways were depleted in inflammatory macrophages but gained in monocytes (Figure 3H), suggesting fibrinogen-driven alterations in PVF-myeloid cell interactions after cortical PT.

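Of the 21 pairs labelled in Fig. 3H, 8 scored higher and 13 lower in ancrod mice when the ligand was read in inflammatory macrophage-like cells. With the ligand read in monocyte-like cells, 10 were higher and 11 lower. In border-associated macrophage-like cells the split was 11 and 10. Over these pairs the mean LRscore in control and ancrod mice was 0.8649 and 0.8647 for inflammatory macrophage-like cells, and 0.855 and 0.864 for monocyte-like cells. For border-associated macrophage-like cells it was 0.813 and 0.834. C1qb and Lrp1 in inflammatory macrophage-like cells were the one pair and class without overlap between the groups, at 0.938 ± 0.00180 (SD, n = 4) in control and 0.934 ± 0.00171 (SD, n = 4) in ancrod mice, where chance alone separates 2.86% of pairs. The largest rise among monocyte-like cells was for Pf4 and Lrp1, from 0.556 ± 0.211 (SD, n = 4) to 0.761 ± 0.0291 (SD, n = 4), with overlapping groups. The next largest difference in these cells was 0.0148, for Thbs1 and Sdc4, so the higher monocyte-like mean rests mainly on Pf4 and Lrp1. All 21 pairs were taken from the figure, which the study drew from the same mice, and were not tested as a list. Among the 17 pairs fixed in advance, 9 were higher and 7 lower in inflammatory macrophage-like cells, and 11 higher and 5 lower in monocyte-like cells. In border-associated macrophage-like cells 9 were higher and 7 lower. Ereg and Egfr had no score in either group of the 3 classes. Spp1 with Itgav and Itgb1 and Spp1 with Itgav and Itgb5 had the same score, and both count as higher in each class. Of the 17 pairs, 2 in border-associated macrophage-like cells separated the groups. Fn1 with Itga5 and Itgb1 rose from 0.590 ± 0.0681 (SD, n = 4) to 0.704 ± 0.0161 (SD, n = 4). Adam17 with Itga5 and Itgb1 rose from 0.799 ± 0.0157 (SD, n = 4) to 0.828 ± 0.00811 (SD, n = 4). Each had an exact permutation p of 0.0286, the smallest possible, and an adjusted p of 0.229 over the 16 pairs scored.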

Overall, we revealed that immediate fibrinogen deposition in the perivascular space triggers initial PVF activation with a contribution of fibrinogen-induced myeloid cells and that fibrinogen alters PVF-myeloid cell interactions, potentially altering PVF and myeloid cell identity contributing to fibrotic scar formation.

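Across mice, 0 of 12591 genes changed in fibroblast-like cells at an adjusted p below 0.05 in edgeR's quasi-likelihood test, where 1627 had an unadjusted p below 0.05 and DESeq2 called 108 (59 higher and 49 lower in ancrod mice). In inflammatory macrophage-like cells the same edgeR test called 0 of 11178 genes, with 315 at an unadjusted p below 0.05 and 3 by DESeq2. For monocyte-like cells it called 0 of 7726 genes, with 361 unadjusted and 0 by DESeq2. Border-associated macrophage-like cells gave 4 of 9378 genes, 3 higher and 1 lower, with 655 unadjusted and 24 by DESeq2, which included all 4. These were Clec4e (log2 fold change 2.23, standard error 0.26, adjusted p = 0.0101 in edgeR), Pik3r5 (1.18, 0.15 and 0.0120), Emp1 (1.38, 0.20 and 0.0415) and Laptm4b (−1.01, 0.15 and 0.0415), each separating all ancrod from all control mice. Clec4e rested on few UMIs in control mice, 21 at most per mouse, and 14, 13, 8 and 7 of 20 alternatives kept Clec4e, Pik3r5, Emp1 and Laptm4b past the threshold. Adjusted p over those alternatives, from edgeR or DESeq2, ranged up to 0.844, 0.120, 0.188 and 0.268. In a list of 18 genes fixed in advance (receptors, ligands and collagens after the paper's account of the single-cell data, with 7 integrin subunits for its integrin receptors, and Postn, which it names for other experiments), edgeR called 0 in fibroblast-like cells over all genes tested and 1 when adjusted over the list alone, which is not independent evidence because most of the list follows the study's analysis of these samples, and DESeq2 called 1 over all genes. That gene was Cd44 in each case, at 34.4 ± 7.41 CPM (SD, n = 4) in control and 102 ± 42.8 CPM (SD, n = 4) in ancrod mice, higher in every ancrod mouse, with a log2 fold change of 1.55 (standard error 0.29, adjusted p = 0.243 over all genes in edgeR, 9.58e-05 over all genes in DESeq2, 0.00633 over the list in edgeR, and up to 0.484 over 20 alternatives). The direction of Cd44 was opposite to the working model that the paper proposes, in which fibrinogen raises CD44 in PVFs by activating them. For fibroblasts the paper measured CD44 protein, in PVFs of injured against uninjured mice and in cultured cells given fibrinogen. RNA in PVFs of fibrinogen-depleted mice is another measure, and Cd44 did not pass the threshold over all genes in edgeR, so the model is not settled by it. Postn had a log2 fold change of −0.61 (standard error 0.24, adjusted p = 0.350 in edgeR). From the change in interaction scores between PVFs and myeloid cells after fibrinogen depletion, the paper concludes that fibrinogen alters PVF-myeloid cell interactions, and proposes that this may alter the identity of both cell types and add to fibrotic scar formation.

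**Figure D2:**
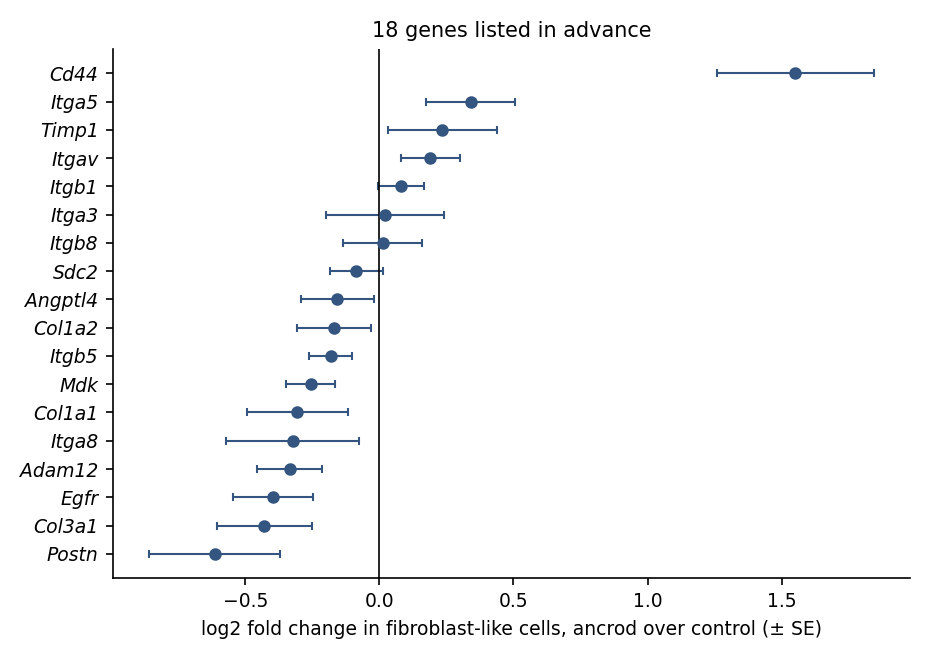
Log2 fold change, ancrod over control, in fibroblast-like cells (horizontal axis) for a list of 18 genes fixed in advance; points are edgeR estimates and bars their standard errors. Cd44 lies farthest from 0 at 1.55, and 11 of the genes lie below 0.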

### Fibrinogen depletion abrogates PVF-astrocyte interactions and increases neuronal plasticity at the lesion border after PT

To investigate the contribution of fibrinogen-induced PVF activation on regeneration after PT, we focused on the interaction between PVFs and astrocytes, potentially altering astrocyte lesion border formation and neurorepair. Border-forming astrocytes are uniquely positioned precisely at the interface to the non-neural fibrotic lesion core^22^^,^^42^ (Figure S13A), and the fibrotic cell-astrocyte interface at the lesion border contributes to the chronic failure of axon regeneration.^43^ 

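The mean LRscore from fibroblast-like to reactive astrocyte-like cells, over the 35 pairs fixed in advance, was 0.891 ± 0.00206 (SD, n = 4) in control mice and 0.890 ± 0.00612 (SD, n = 4) in ancrod mice. The difference of −0.00126 was smaller than either SD (exact permutation test, two-sided, p = 0.743; adjusted p = 0.83 over 5 comparisons). Batch 1 gave −0.00128 and batch 2 −0.00122. The difference fell to −0.00430 without ancrod mouse 1, which scored highest at 0.899, and rose to 1.11e-05 without ancrod mouse 2. The other ancrod mice than mouse 1, at 0.886 to 0.888, lay below every control mouse, the lowest of which was at 0.889. Leaving out mice, the lowest p was 0.0571 (exact permutation test, two-sided). At a clustering resolution of 1 the difference was 0.00173. NATMI's edge specificity, a score on another scale, gave the largest shift, to −0.0184 (exact permutation test, two-sided, p = 0.0857). Between 49 and 408 reactive astrocyte-like cells per mouse entered. Of the 35 pairs, 16 were higher and 19 lower in ancrod mice, and 0 separated the groups.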

Interestingly, cell-cell interaction pathway analysis revealed a drastically reduced interaction between PVFs and astrocytes in fibrinogen-depleted mice (Figures 3G and S13B). 

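Among the ligand genes in fibroblast-like cells, Adam12 (ENSMUSG00000054555; chromosome 7, 133484928 to 133833875) was at 859 ± 86.3 CPM (SD, n = 4) in control and 681 ± 99.8 CPM (SD, n = 4) in ancrod mice, a log2 fold change of −0.33 (standard error 0.12, adjusted p = 0.312 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mdk (ENSMUSG00000027239; chromosome 2, 91760143 to 91762846) was at 901 ± 41.0 CPM (SD, n = 4) and 755 ± 74.8 CPM (SD, n = 4), lower in every ancrod mouse, with a log2 fold change of −0.26 (standard error 0.09, adjusted p = 0.312 in the same edgeR test). Angptl4 changed by −0.16 and Timp1 by 0.24 on the log2 scale (adjusted p = 0.641 and 0.640 in edgeR), and control mouse 1 held the lowest Timp1 value at 256 CPM. For collagens, the log2 fold changes were −0.31 for Col1a1, −0.17 for Col1a2 and −0.43 for Col3a1, with adjusted p = 0.504, 0.617 and 0.362 in edgeR. With the 417 unnamed cells of fibroblast score counted in, the collagen values were −0.18, −0.07 and −0.39 (adjusted p = 0.721, 0.876 and 0.357 in edgeR). The genes encoding these 4 ligands and 3 collagen chains kept their direction when each mouse was left out in turn, but their size moved. The log2 fold change ranged from −0.417 to −0.276 for Adam12, −0.306 to −0.193 for Mdk, −0.239 to −0.064 for Angptl4 and 0.082 to 0.357 for Timp1. For the collagens it ranged from −0.394 to −0.167 (Col1a1), −0.221 to −0.081 (Col1a2) and −0.545 to −0.314 (Col3a1). Of the 29 ligand-receptor pairs labelled in Fig. 4A, 13 scored higher and 16 lower in ancrod mice, and 0 separated the groups, where chance separates 2.86%. Adam12 and Sdc4 had 0.917 ± 0.00321 (SD, n = 4) in control and 0.910 ± 0.00600 (SD, n = 4) in ancrod mice. Timp1 and Cd63 had 0.909 ± 0.00555 (SD, n = 4) and 0.915 ± 0.00481 (SD, n = 4). In reactive astrocyte-like cells, edgeR called 0 of 11326 genes, with 320 at an unadjusted p below 0.05 and 1 called by DESeq2.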

In control mice, the highest PVF-astrocyte ligand-receptor interaction scores were associated with the ligands ADAM12, ANGPTL4, MDK, and TIMP1, and different collagen signaling pathways (Figure 4A), and in fibrinogen-depleted mice, these reactivity pathways were largely reduced or abolished with an overall reduction in cell-cell signaling (Figure 3G).

**Figure 4:**
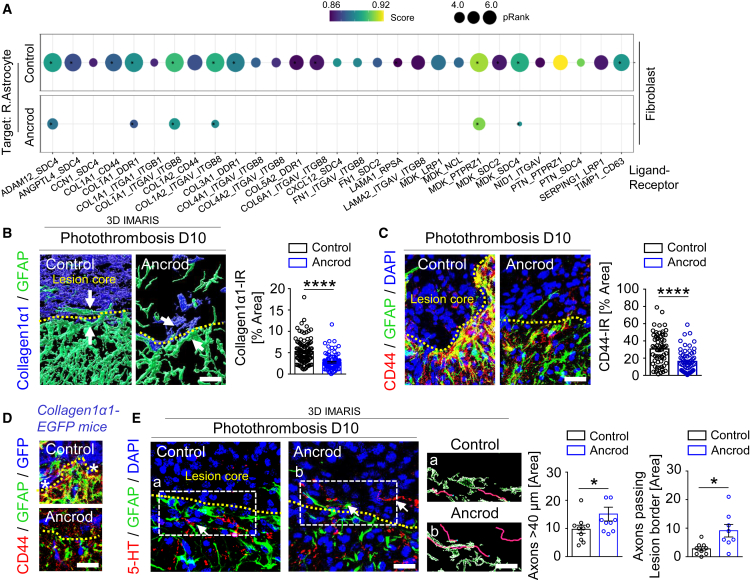
Fibrinogen depletion alters PVF-astrocyte interactions and improves neuronal plasticity at the lesion border after PT (A) Dot plot of interaction scores for ligand-receptor pairs between fibroblasts and reactive astrocytes and operating signaling pathways 6 days after PT in ancrod and control mice. (B) 3D reconstruction of collagen1α1 (blue) and GFAP (green) in the lesion border of fibrinogen-depleted (ancrod) and control mice 10 days after PT. White arrows indicate collagen1α1 and GFAP contact. Scale bar, 50 μm. Quantification of collagen1α1-immunoreactivity (IR) in the lesion border (*n* = 9 mice, 104 astrocytes, control; 98 astrocytes, ancrod). ∗∗∗∗*p* < 0.0001 by Mann-Whitney U test. (C) Representative images of CD44 (red) and GFAP (green) in the lesion border in fibrinogen-depleted and control mice 10 days after PT. Scale bar, 20 μm. Quantification of CD44–IR in the lesion border (*n* = 8 mice; 64 astrocytes, control; 62 astrocytes, ancrod). ∗∗∗∗*p* < 0.0001 by Mann-Whitney U test. (D) Representative images of CD44 (red), GFAP (green) and GFP (blue) in the lesion border in fibrinogen-depleted and control *collagen1α1-EGFP* mice 10 days after PT. Stars indicate PVF–CD44+ astrocyte colocalization. Scale bar, 20 μm. (E) Representative images of 5–HT (red) and GFAP (green) at the lesion border area of fibrinogen-depleted and control mice 10 days after PT, followed by 3D reconstruction of images (right). White arrows indicate serotonergic axons. Scale bars, 50 μm (overviews), 20 μm (magnifications). Quantification of serotonergic axons longer than 40 μm at the lesion border area (*n* = 10 mice). ∗*p* < 0.05 by Mann-Whitney U test. Quantification of serotonergic axons passing the lesion border (*n* = 10 mice, control; *n* = 9 mice, ancrod). ∗*p* < 0.05 by Student’s *t* test. All data are shown as mean ± s.e.m. See also Figure S13.

Fibroblast-secreted Col I mediates the interaction with astrocytes, inducing their activation.^44^ Thus, fibrinogen-induced PVF activation and Col I expression and secretion might regulate lesion border formation and impact neuronal regeneration. Fibrinogen depletion reduced Col I deposition contacting GFAP+ astrocytes at the lesion border by ∼50% at day 10 after PT, compared to the control group (Figure 4B). PVF-astrocyte ligand-receptor interaction scores showed that fibrinogen depletion drastically reduced PVF-astrocyte Col I-CD44 interaction (Figure 4A), suggesting that fibrinogen-triggered PVF–secreted Col I induces astrocyte activation and lesion border formation via CD44. 

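The pairs of Col1a1 and Col1a2 in fibroblast-like cells with Cd44 in reactive astrocyte-like cells had a mean LRscore of 0.894 ± 0.00629 (SD, n = 4) in control mice and 0.898 ± 0.0114 (SD, n = 4) in ancrod mice. Ancrod minus control came to 0.00395, less than 1 SD of either group (exact permutation test, two-sided, p = 0.571; adjusted p = 0.83), with 0.00194 within batch 1 and 0.00999 within batch 2. The sign changed with a mitochondrial limit of 10% (−0.00268), without doublet removal (−0.000141), with edge specificity (−0.00590) and without ancrod mouse 1 (−0.000504). Col1a1 (ENSMUSG00000001506; chromosome 11, 94827050 to 94843868) was at 10435 ± 2068 CPM (SD, n = 4) in fibroblast-like cells of control mice and 8443 ± 1600 CPM (SD, n = 4) in those of ancrod mice. Cd44 (ENSMUSG00000005087; chromosome 2, 102641486 to 102732010) in reactive astrocyte-like cells was at 144 ± 37.4 CPM (SD, n = 4) and 152 ± 32.1 CPM (SD, n = 4), a log2 fold change of 0.11 (standard error 0.19, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reactive astrocyte-like cells also held Col1a1 UMIs, at 10.7 ± 5.46 CPM (SD, n = 4) in control and 16.7 ± 10.0 CPM (SD, n = 4) in ancrod mice, which followed the Col1a1 level of the empty droplets across the 8 mice (Pearson's r = 0.951, exact permutation p = 0.00119). These cells were taken 6 days after PT, and summed UMIs of reactive astrocyte-like cells ranged from 709684 to 5953749 per mouse.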

Importantly, immunolabeling confirmed that fibrinogen depletion resulted in a reduced CD44 expression by GFAP+ astrocytes at the lesion border at day 10 after PT, compared to the control group (Figure 4C), and fibrinogen-depletion drastically reduced the colocalization of PVF Col I expression with astrocyte CD44 expression at the lesion border (Figure 4D). These data suggest that fibrinogen induces PVF activation and Col I expression and secretion and contributes to astrocyte activation and inhibitory lesion border formation.

Finally, we investigated whether fibrinogen-induced cortical fibrosis and astrocyte lesion border formation affects neurorepair. Remarkably, fibrinogen depletion by ancrod-treatment increased the NeuN+ cell number in the cortical ischemic stroke penumbra by ∼100%, compared to control mice (Figure S13C). Finally, immunolabeling for 5–hydroxytryptamine–positive (5–HT)+ nerve terminals at the lesion border area and labeling serotonergic fiber sprouting^45^ revealed an increase in axon length and axons passing the lesion border by ∼55% and ∼230%, respectively, in fibrinogen-depleted mice, compared to control (Figure 4E). Overall, these results reveal that cortical injury-induced fibrinogen deposition in the perivascular space induces PVF activation and fibrotic scar formation, limiting neurorepair after PT.

## Discussion

Understanding how cortical injury and the release of blood-derived factors regulate PVF activation, migration, and fibrotic scar formation is a fundamental and unresolved question. Our results suggest that, immediately upon cortical injury with vasculature permeability, blood-derived proteins (e.g., fibrinogen) alter the perivascular space ECM composition, orchestrating PVF cell signaling and cell-cell interaction, leading to fibrosis.

We suggest the following working model in CNS disease. (1) A cortical brain injury-induced vasculature rupture allows the deposition of vasculature-derived proteins, including fibrinogen, altering the ECM composition in the perivascular space. (2) Fibrinogen deposition in the perivascular space promotes β1 integrin-induced PVF activation and Col I expression and deposition. (3) Fibrinogen-induced PVF activation increases CD44 expression and PVF overt migration away from the vasculature. (4) Fibrinogen-induced myeloid cell activation contributes to PVF activation. (5) Fibrinogen deposition alters the PVF–astrocyte interaction, inducing astrocyte lesion border formation and hindering neuronal regeneration. Overall, we suggest that fibrinogen acts as an initial trigger of PVF activation within the perivascular space to orchestrate fibrotic scar formation after cortical brain injury.

Stroke can induce a chronic, non-healing pathology driven by stromal cells depositing an excess of ECM proteins and impeding CNS repair.^5^^,^^8^^,^^46^ PVFs in the perivascular space once activated in CNS disease, such as after stroke, proliferate, migrate away from the vasculature and express and secrete an excess of Col I, contributing significantly to fibrotic scar formation. We previously found that blood-derived fibrinogen leaks into the CNS immediately after injury and disease, correlating with areas of glial scarring and inflammation.^17^^,^^19^^,^^22^ Although fibrinogen is immediately deposited in the brain after vasculature rupture and although the perivascular space location of PVFs associated with larger blood vessels was known, a detailed anatomical description of fibrinogen provisional matrix deposition in relation to fibrotic cells after stroke was lacking. Here, we demonstrate that, after cortical stroke, fibrinogen is deposited in the perivascular space and colocalized with PVF and other perivascular cells, rapidly and drastically changing the ECM composition in the perivascular space. Interestingly, altered PVF activity and ECM accumulation in enlarged perivascular spaces has been observed in patients in the early stages of ALS.^47^ Future experiments should address whether early fibrinogen deposition in the perivascular space in different CNS diseases also affects cerebrovascular structures and induces fibrosis, contributing to CNS disease pathology.

The neuropathological effects of fibrinogen in the nervous system are numerous and include induction of astrocyte and myeloid cell activation. Fibrinogen triggers astrocyte activation by promoting the availability of active TGF-β after vascular damage.^17^ Fibrinogen-bound latent TGF-β interacts with local perivascular astrocytes. This interaction leads to active TGF-β formation, which induces reactive astrocytosis by regulating the TGF-β/Smad signaling pathway, resulting in deposition of inhibitory chondroitin sulfate proteoglycans (CSPGs).^17^ Here, we show that fibrinogen deposition in the perivascular space, via β1 integrin signal transduction, induces PVF activation and Col I expression and secretion. Thus, local provisional fibrin matrix functions as initial trigger of astrocyte^17^ and PVF activation (this study), initiating astrocyte activation, lesion border formation and fibrotic scar formation in the CNS. Fibrinogen contains multiple non-overlapping binding motifs for different receptors, including the tripeptide Arg-Gly-Asp (RGD) sequence on its alpha chain, which serves as a binding site for integrins.^16^^,^^48^ Future studies will further elucidate the site of fibrinogen-β1 integrin interaction and its role as initial trigger in fibrotic scar formation.

Inflammation contributes to fibrotic scar formation in the CNS.^11^ Given their positioning in the perivascular space, PVFs likely receive their activation cues via an altered perivascular space composition and/or via a changed cell-cell signaling with other proximal neurovascular cell types, such as perivascular macrophages, leading to both enhanced PVF ECM and signaling molecule production and their activation in response to CNS injury and disease. Fibrinogen binding to the CD11b/CD18 integrin on monocytes and perivascular macrophages mediates inflammatory responses,^20^^,^^21^ resulting in their expression and secretion of pro-inflammatory cytokines (e.g., IFNγ) and growth factors (e.g., TGF-β) that might contribute to PVF activation and fibrosis. IFNγ-induced signaling pathway activation was described in CNS fibrotic cells in a mouse model of multiple sclerosis.^11^ Our study suggests that immediate fibrinogen deposition in the perivascular space initiates directly PVF activation via β1 integrin signaling and that, in addition, fibrinogen-induced myeloid cell activation and particularly fibrinogen-induced perivascular macrophage activation is contributing to PVF activation and fibrosis.

The fibrotic scar replaces lost parenchymal cells and is coordinated with the generation of the lesion border formed by reactive astrocytes.^22^^,^^42^^,^^49^ Molecular cues coordinating fibroblast-astrocyte interaction to form the lesion border in CNS disease are poorly described.^42^^,^^50^^,^^51^ Interfering with the Col I-reactive astrocyte interaction prevented astrocytic scar formation, thereby leading to improved axonal regrowth and better functional outcomes in a mouse model of spinal cord injury.^44^ Our study revealed that fibrinogen depletion reduced Col I expression and PVF–astrocyte Col I-CD44 interaction, suggesting that fibrinogen-triggered PVF-secreted Col I might induce astrocyte activation and lesion border formation via CD44. Therefore, fibrinogen cell responses on myeloid cells, PVFs and astrocytes might represent a potential therapeutic nexus for improving repair in CNS disease.

In conclusion, we report that fibrinogen regulates early PVF activation in the perivascular space, inhibitory ECM deposition and PVF-astrocyte interactions, suggesting that fibrinogen deposition promotes an inhibitory environment that leads to fibrotic scar formation. Our findings represent a significant advancement in exploring the potential of fibrinogen reduction (anticoagulant therapy) or the modulation of fibrinogen-driven signaling pathways in PVFs for improving regenerative processes. We propose a therapeutic approach targeting the interaction between fibrinogen and PVFs to reduce fibrotic scar formation and minimize the deposition of inhibitory ECM. Future studies should describe the fibrinogen domain inducing PVF integrin signaling. Strategies to modulate fibrinogen-PVF interaction may be a promising therapeutic approach to reduce PVF activation and Col I expression and deposition promoting brain repair after stroke and, potentially, in other CNS diseases.

### Limitations of the study

Our findings suggest that fibrinogen triggers PVF activation in a mouse model of cortical ischemic stroke. A limitation of our study is that we used photothrombotic ischemia (PT) as mouse model of human stroke. However, photothrombotic damage slightly differs from human stroke, as described under “Limitations of the technique” in Labat-gest andTomasi, 2013.^52^ We used this model in our study, as this technique produces infarction of small size and clearly defined boundaries, which is highly advantageous for precise and reproducible cell characterization. Furthermore, early endothelial damage and vasculature-derived fibrinogen extravasation allowed us to study the fibrinogen effect on PVF activation. Finally, the major reason to choose PT as the stroke model in this study is that other stroke models produce larger lesions, which, combined with fibrinogen depletion, may cause severe hemorrhages leading to mouse death. Another limitation of our study is that we performed scRNA-seq to analyze PVF-scar cell interaction at day 6 after PT, but not at day 3 after PT, when PVF get first activated in the perivascular space. The low number of PVF in the lesion core 3 days after PT was a limiting factor for our sc-RNA-seq analysis. Third, while we show direct effects of fibrinogen on meningeal fibroblasts *in vitro*, studying its effects on PVF *in vitro* is challenging, as we were not able to culture FACS-isolated PVF of healthy mice. Fourth, treatment of primary fibroblasts with fibrinogen was not altering their migration, as this assay might not fully recapitulate the complex effects of fibrinogen on PVFs and their cell-cell communication *in vivo*. Lastly, while we show a contribution of fibrinogen-induced myeloid cells to PVF activation, we are currently not able to dissect a contribution of fibrinogen-induced perivascular macrophages to PVF activation, as there are currently no available pharmacological or genetic tools for the specific depletion of these cells that allow us to carefully evaluate their role.

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Christian Schachtrup ().

### Materials availability

All mouse lines generated in this study are available from the lead contact with a completed materials transfer agreement.

### Data and code availability

• Data: The scRNA-seq data generated in this study were deposited in the NCBI Gene Expression Omnibus database under accession code GSE291902 and are publicly available as of the date of publication.
• Code: The code used to analyze the data in this study was deposited under Github and is publicly available at https://github.com/CoreyFehlberg/2024_Schatraup_Photothrombosis as of the date of publication.
• Additional information: Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

We thank Meike Ast–Dumbach and Emina Deumic for technical assistance, J. Carrol for graphics, Gary Howard for editorial assistance, and the 10.13039/501100002714University of Freiburg Live Imaging Center (LIC) for microscopy support. We thank the University of Miami Hussman Institute of Human Genetics Sequencing Core for their assistance with single cell RNAseq. This study was supported by the Hannelore Kohl fellowship to J.C.M.S., the European Stroke Research Foundation (ESRF), the Else Kröner–Fresenius–Stiftung 2019_A53, and the DFG grant SCHA 1442/8-3 to C.S.

## Author contributions

J.C.M.S. performed the majority of the experiments. C.F. performed surgeries, tissue collection, analysis for the scRNA-seq experiments, and contributed to writing the manuscript. P.C. contributed to surgeries, immunohistochemical analysis of tissue sections, and imaging. J.N.N. and F.G.J. contributed to surgeries and performed the immunohistochemical analysis of tissue sections. P.M. contributed to cell culture and western blotting. F.B. contributed to the experimental design, data analysis, and interpretation. J.K.L contributed to surgeries, tissue collection, experimental design, data analysis and interpretation, and writing the manuscript. C.S. designed the study, analyzed the data, coordinated the experimental work and wrote the manuscript, with contributions from all authors. All co-authors have read and approved the final version of the manuscript.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit polyclonal anti–5HT	Immunostar	Cat#20080; RRID:AB_572263
Rat monoclonal anti–Active integrin β1 (clone 9EG7)	BD Biosciences	Cat#550531; RRID:AB_393729
Rabbit polyclonal anti–AQP4	Santa Cruz	Cat#sc–20812; RRID:AB_2274338
Rabbit monoclonal anti–αSMA (clone EPR5368)	Abcam	Cat#ab124964; RRID:AB_11129103
Mouse monoclonal anti–CCR2 (clone 3G7)	Novus	Cat#NBP2–35334; RRID:AB_3294607
Goat polyclonal anti–CD31	R&D Systems	Cat#AF3628; RRID:AB_2161028
Rabbit polyclonal anti–CD44	Abcam	Cat#ab157107; RRID:AB_2847859
Rat anti–CD44 monoclonal antibody (clone IM7)	Invitrogen	Cat#14–0441–81; RRID:AB_467245
Rat monoclonal anti–CD68 (Clone FA-11)	Bio–Rad	Cat#MCA1957; RRID:AB_322219
Rabbit polyclonal anti–CD206	R&D Systems	Cat#AF2535; RRID:AB_2063012
Rabbit monoclonal anti–Collagen1α1 (Clone E8F4L)	Cell Signaling Technology	Cat#72026; RRID:AB_2904565
Sheep polyclonal anti–Fibrinogen	USBiological	Cat#F4203–02F; RRID:AB_2103506
rabbit recombinant monoclonal anti–GAPDH (Clone 14C10)	Cell Signaling Technology	Cat#2118; RRID:AB_561053
Rat monoclonal anti–GFAP (Clone 2.2B10)	Invitrogen	Cat#13–0300; RRID:AB_86543
Chicken polyclonal anti–GFP	Abcam	Cat#ab13970; RRID:AB_300798
Rabbit polyclonal anti–Iba1	Wako	Cat#019–19741; RRID:AB_839504
Rat IgG2b kappa isotype control (Clone eB149/10H5)	Invitrogen	Cat#14–4031–81; RRID:AB_470098
GSL I anti–Isolectin–b4	Vector Laboratories	Cat#RL1102; RRID:AB_2336492
Rabbit recombinant monoclonal anti–Ki67 (clone SP6)	Abcam	Cat#ab16667; RRID:AB_302459
Rabbit monoclonal anti–NeuN (clone EPR12763)	Abcam	Cat#ab177487; RRID:AB_2532109
Rabbit polyclonal anti–Pan–laminin	Sigma	Cat#L9393; RRID:AB_477163
Goat polyclonal anti–Periostin	R&D Systems	Cat#AF2955; RRID:AB_664123
Rabbit polyclonal anti–pSMAD2 (Ser465/467)	Cell Signaling Technology	Cat#3101; RRID:AB_331673
Rabbit recombinant monoclonal anti–TGF–β1 (clone EPR21143)	Abcam	Cat#ab215715; RRID:AB_2893156
Mouse monoclonal anti–Vinculin (Clone 7F9)	Invitrogen	Cat#14–9777–82; RRID:AB_2573028
Alexa Fluor 488-conjugated AffiniPure donkey Anti-Chicken IgY	Jackson ImmunoResearch	Cat#703-545-155; RRID:AB_2340375
Alexa Fluor 488-conjugated AffiniPure donkey Anti-Goat IgG	Jackson ImmunoResearch	Cat#705-545-147; RRID:AB_2336933
Alexa Fluor 488-conjugated AffiniPure donkey Anti-Rat IgG	Jackson ImmunoResearch	Cat#712-545-150; RRID:AB_2340683
Alexa Fluor 488-conjugated AffiniPure donkey Anti-Rabbit IgG	Jackson ImmunoResearch	Cat#711-545-152; RRID:AB_2313584
Alexa Fluor 594-conjugated AffiniPure donkey Anti-Goat IgG	Jackson ImmunoResearch	Cat#705-585-147; RRID:AB_2340433
Alexa Fluor 594-conjugated AffiniPure donkey Anti-Rabbit IgG	Jackson ImmunoResearch	Cat#711-585-152; RRID:AB_2340621
Alexa Fluor 594-conjugated AffiniPure donkey Anti-Sheep IgG	Jackson ImmunoResearch	Cat#713-585-147; RRID:AB_2340748
Alexa Fluor 594-conjugated AffiniPure donkey Anti-Mouse IgG	Jackson ImmunoResearch	Cat#715-585-150; RRID:AB_2340854
Alexa Fluor 594-conjugated AffiniPure donkey Anti-Rat IgG	Jackson ImmunoResearch	Cat#712-585-153; RRID:AB_2340689
Alexa Fluor 647-conjugated AffiniPure donkey Anti-Rat IgG	Jackson ImmunoResearch	Cat#712-605-150; RRID:AB_2340693
Alexa Fluor 647-conjugated AffiniPure donkey Anti-Rabbit IgG	Jackson ImmunoResearch	Cat#711-605-152; RRID:AB_2492288
HRP-linked goat anti–rabbit IgG	Cell Signaling Technology	Cat#7074; RRID:AB_2099233

**Chemicals, peptides, and recombinant proteins**		

Tamoxifen	Sigma Aldrich	Cat#T6548
Ancrod	NIBSC	Cat#74/581
AIN–76A diet and control diet	Plexxikon	N/A
Rose Bengal	Sigma–Aldrich	Cat#330000
Collagenase II	Worthington Biochemical	Cat#LS0004174
PP2	Sigma	Cat#P0042
PDGF–BB	Peprotech	Cat#315–18
Hirudin	Sigma	Cat#H0393
Fibrinogen	Sigma	Cat#341578

**Critical commercial assays**		

Neural Tissue Dissociation Kit–P	Miltenyi Biotec	Cat#130–092–628
Dual Index Kit TT (Set A)	10X Genomics	Cat#PN-1000215
Cells–to–CT lysis solution	ThermoFisher	Cat#4391851C
ApopTag Red *In Situ* Apoptosis Detection Kit	Merck	Cat#S7165

**Deposited data**		

scRNA–Seq dataset	This paper	NCBI Gene Expression Omnibus database: GSE291902
Code for scRNA–Seq data analysis	This paper	Github: https://github.com/CoreyFehlberg/2024_Schatraup_Photothrombosis

**Experimental models: Cell lines**		

NIH3T3cells	ATCC	Cat#CRL-1658; RRID:CVCL_0594

**Experimental models: Organisms/strains**		

C57BL/6N mice	Charles River	N/A
*Collagen1α1–EGFP* mice	Donated by PD Dr. Ingmar Mederacke	N/A
*Collagen1α2–Cre*^*ERT2*^ mice	The Jackson Laboratory	Cat#029567; RRID:IMSR_JAX:029567
*Rosa26–EYFP* mice	The Jackson Laboratory	Cat#006148; RRID:IMSR_JAX:006148
*Fib*^*γ390–396A*^ mice	Donated by Prof. Katerina Akassoglou	N/A

**Oligonucleotides**		

Collagen1α1 forward primer: 5′ CCTCAGGGTATTGCTGGACAAC 3′	Eurofins	N/A
Collagen1α1 reverse primer: 5′ ACCACTTGATCCAGAAGGACCTT 3′	Eurofins	N/A
Periostin forward primer: 5′ CAGCAAACCACTTTCACCGACC 3′	Eurofins	N/A
Periostin reverse primer: 5′ AGAAGGCGTTGGTCCATGCTCA 3′	Eurofins	N/A
GAPDH forward primer: 5′ CAAGGCCGAGAATGGGA 3′	Eurofins	N/A
GAPDH reverse primer: 5′ GGCCTCACCCCATTTGAT 3′	Eurofins	N/A

**Software and algorithms**		

ImageJ	NIH	RRID:SCR_003070
GraphPad Prism v6	GraphPad	RRID:SCR_002798
Leica Application Suite X	Leica	RRID:SCR_013673
Zen v3.0 Blue edition	Zeiss	RRID:SCR_013672
BD FACSDiva v9	BD Biosciences	RRID:SCR_001456
Summit v6.3	Beckman Coulter Life Sciences	RRID:SCR_018893
IMARIS v9	BitPlane	RRID:SCR_007370
Cell Ranger’s v7.1.0	10x Genomics	RRID:SCR_021160
STAR	N/A	RRID:SCR_004463
SingleR	N/A	RRID:SCR_023120
LIANA v0.1.12 package	N/A	N/A

### Experimental model and study participant details

#### Cell culture

NIH3T3cells (male, ATCC, Cat#CRL-1658) and primary murine meningeal fibroblasts (female and male) were cultured in DMEM supplemented with 10% FBS and 1% penicillin-streptomycin, and incubated at 37°C and 5% CO2. All cells were passaged at 90% confluency. Media was replenished every 2 days.

#### Animals

C57BL/6N mice (Charles River) and transgenic mice (C57BL/6N background) were used. For the analysis of PVFs, *Collagen1α1–EGFP*^12^ reporter mice, donated by PD Dr. Ingmar Mederacke, and *Collagen1α2–Cre*^*ERT2*^^25^ (The Jackson Laboratory, catalog #029567) were used, and *Collagen1α2–Cre*^*ERT2*^ mice were crossed with *Rosa26–EYFP*^53^ (The Jackson Laboratory, catalog #006148) mice, resulting in *Collagen1α2–Cre*^*ERT2*^*:Rosa26–EYFP* mice. For the analysis of fibrinogen–activated myeloid cells, *Fib*^*γ390–396A*^ mice,^37^ donated by Prof. Katerina Akassoglou, were crossed with *Collagen1α1–EGFP* mice to generate *Fib*^*γ390–396A*^*:Collagen1α1–EGFP* mice. 8–12–weeks–old mice of both genders were used. Animals were housed under Institutional Animal Care and Use Committee guidelines in a temperature and humidity–controlled facility with a 12 h light–12 h dark cycle and *ad libitum* feeding. All animal experiments were approved by the Federal Ministry for Nature, Environment, and Consumer Protection of the state of Baden–Württemberg (G17/89, G21/056) and were performed in accordance with the respective national, federal, and institutional regulations.

### Method details

#### Tamoxifen treatment

For the induction of Cre recombinase in the *Collagen1α2–Cre*^*ERT2*^*:Rosa26–EYFP* mouse line*,* 6–weeks–old mice were intraperitoneally injected with a daily dose of tamoxifen (TAM, Sigma Aldrich, T6548) (80 mg/kg body weight, dissolved in corn oil (Sigma Aldrich)) for 2 consecutive days.^54^ Photothrombotic ischemia (PT) was performed 14 days after the last injection.

#### Ancrod treatment

To investigate the fibrinogen–induced effects on PVF activation and fibrotic scar formation, mice were depleted of fibrinogen with ancrod (NIBSC, 74/581). Briefly, mice received 2.4 U ancrod, 2.0 mg per kg body weight, or saline solution (control), per day via osmotic minipumps (Alzet, Model: 2002, 0.5 μL/h) implanted subcutaneously in their back 2 days before stroke induction. Ancrod was secreted for the duration of the experiment until the mice were perfused.

#### Myeloid cells depletion

For pharmacological ablation of brain myeloid cells, mice were fed a PLX5622–formulated AIN–76A diet (1.2 g PLX5622 per kilogram of diet, Plexxikon) *ad libitum,*^55^ with normal AIN–76A diet (Plexxikon) as control. Mice were fed with the PLX5622 diet for 12 days. PT was performed 5 days after the start of the PLX5622 diet, and mice were sacrificed 7 days after PT.

#### Laser–induced CNV model

The laser–induced CNV model was conduced as previously described.^27^ Briefly, *Collagen1α1–EGFP* mice were anesthetized with an intraperitoneal injection of 10% ketamine and 2% xylazine. Pupils were dilated using 0.5% tropicamide eye drops (Mydriaticum Stulln, Pharma Sutlln GmbH), and the eyes were kept moist with Dexpanthenol Eye Gel (Corneregel 50 mg/g, Bausch + Lomb) during the procedure. Once the pupils were dilated, mice were placed in front of an argon laser (VISULAS 532s, ZEISS). A coverslip with Dexpanthenol Gel was positioned on the eye to act as a contact lens, transforming the curved cornea into a flat surface. Three laser burns were placed at equal distances from the optic disc induced by the laser with a wavelength of 532 nm (power: 150 mW, duration: 100 ms, spot size: 100 μm). The presence of a bubble at the site of the laser burn confirmed retinal pigment epithelial rupture, a critical step for inducing CNV. Three laser spots per eye were applied. At day 7 post–laser treatment, CNV lesions were analyzed. Eyes were enucleated, fixed in 4% paraformaldehyde, and dissected to prepare choroidal flatmounts.

#### Stroke model

PT was used to induce stroke in the cortex of adult mice.^24^^,^^52^ Briefly, 20 min after injection of the photosensitive dye Rose Bengal (Sigma–Aldrich, 330000; 10 μL/g body weight, intraperitoneal), a cold light illuminator was positioned stereotaxically to deliver light (150 W) to the cortex (AP, 0 mm; ML, −2.4 mm, according to Paxinos and Watson). The region of interest (4–mm diameter) was illuminated for 6 min, and after the light exposure ended, the wound was sutured.

#### Cortical lesion microdissection

Injury sites were isolated 6 days after injury. Mice were anesthetized with Avertin and transcardially perfused with ice–cold, oxygenated artificial cerebrospinal fluid. The meninges were removed, and the injury site and surrounding spared tissue were excised in an approximate 5 mm by 5 mm square, to a depth of up to but not including the corpus callosum. All steps were performed with pre–chilled solutions on ice or at 4°C unless otherwise noted. The tissue was roughly chopped with a razor blade, resuspended in Cutting Solution, then centrifuged at 300g for 2 min at room temperature (RT). After aspirating the supernatant, the sample was processed using the Miltenyi Neural Tissue Dissociation Kit–P (cat #130–092–628), according to manufacturer’s guidelines. During the second enzyme digestion step, cells were triturated 10 times each in 1,000, 750, and 500 μM fire–polished Pasteur pipettes. After the final centrifugation, supernatant was aspirated, and cells were resuspended in 1 mL Red Blood Cell Lysis buffer and incubated at RT for 1 min. This was stopped with 5 mL MACS Buffer and centrifuged at 300g for 5 min. The resulting single–cell pellet was then incubated with Miltenyi Myelin Removal Beads II, according to manufacturer’s guidelines. Cell–bead suspensions were passed through an equilibrated LS column that was then washed with 2 mL of MACS buffer. After centrifugation at 300*g* for 5 min and supernatant aspiration, cells were resuspended in 50 μL of FACS buffer and kept on ice until sequencing.

#### Single–cell RNA sequencing

Single–cell suspensions were checked for viability, density, and purity using AOPI Stain imaged on an Nexcelom K2 Cellometer. Samples were diluted to ∼1,000 cells/μL and had a minimum viability of 80%. ∼6,000 cells per sample were sequenced with ∼100,000 mean reads and ∼13,000 median UMI counts per cell. 

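Between 4833 and 6398 droplets per library reached the inflection point of the barcode rank curve, and 4521 to 5661 cells per library were left after all filters. The median UMI count per cell was 11151 to 15109 in control mice and 15045 to 18736 in ancrod mice, and 15101 over all cells. Cells held a median of 3462 to 3896 genes in control and 3876 to 4243 in ancrod mice. The paper's stated values are about 6000 cells per sample and 13000 median UMIs, and the values given here use the counts in the files. Doublet removal took 176 to 283 droplets per library. UMIs in droplets with at most 100 UMIs made up 4.57% to 5.8% of the total in control and 2.9% to 4.65% in ancrod mice.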

Sample libraries were prepared with the 10X Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 (Dual Index) and multiplexed on the sequencer with Dual Index Kit TT (Set A, 10X Genomics, Cat#PN-1000215), according to manufacturer’s protocols. These libraries were then sequenced using paired–end sequencing on eight channels of an Illumina Novaseq X 10–billion–read flow cell with a 300–cycle kit. The resulting sequences were then aligned and filtered using Cell Ranger’s v7.1.0 count pipeline to generate gene–barcode count matrices. In brief, base call files for each sample were demultiplexed into FASTQ reads and then aligned to the mouse mm39 reference genome using the STAR splice–aware aligner. Confidently mapped exonic and intronic reads were further aligned to annotated transcripts. After barcode and UMI quality filtering and sequence correction, reads were grouped by barcode, UMI, and gene annotation and used for UMI counting. The output was a count matrix containing all UMI counts for every droplet. Sequence alignment and transcript counts were performed using Cell Ranger version 7.1.0 with the 10X Genomics pre–built Cell Ranger mouse reference package, from GRCm39.

#### Single–cell RNA sequencing data quality control and annotation

The raw feature matrices were processed individually as follows. Empty droplets were filtered using both barcode UMI ranking (removing droplets that fall below the inflection point) and the emptyDrops function from the DropletUtils package (setting the lower bounds to the lower knee of the UMI ranking and retaining points above the inflection point). Next, the passing cells were filtered to be less than 30% mitochondrial genes. The number of counts and features were log10 transformed and filtered to remove cells greater than 3 median absolute deviations from the median of either metric. Scrublet was then used to remove doublets using the estimated doublet rates provided by 10X. Predicted doublets were validated by clustering the cells using Seurat’s default pipeline (with npcs = 20, dims = 1:20, resolution = 6) and checking for overlapping expression of known marker genes. Confirmed doublet clusters were removed, and any doublet clusters that segregated out after later integration of the datasets were also removed. Potential doublet clusters were not removed if the overlapping marker genes were from cells of the same niche (i.e., macrophages and neutrophils or endothelial cells and pericytes). The resulting datasets were then re– merged, normalized, and clustered, then annotated for broad cell types using expression levels of known marker genes, filtering with scGate using marker genes, and mapping to existing datasets^56^ with SingleR. The large dataset was then split into neuronal, immune and vascular niches and annotated for cellular subtypes in the same manner. Explicit integration with regression on metadata or other weighted integration methods were not performed as sample and treatment groups were visually well–integrated after dimensional reduction of the combined datasets. After annotation, cells associated with the injury site (reactive fibroblasts and macrophages) had proportions which trended higher in the fibrinogen–depleted animals and lower in the control animals, whereas cells associated with spared tissue (homeostatic astrocytes) were relatively equivalent. This is likely due to reduced fibrosis after ancrod treatment, leading to easier dissociation of cells at the injury site.

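Fibroblast-like cells made up 2.65% ± 1.5 (SD, n = 4) of all cells in control mice and 5.70% ± 3.09 (SD, n = 4) in ancrod mice, a difference of 3.05 percentage points (exact permutation test, two-sided, p = 0.171; Benjamini-Hochberg adjusted p = 0.257 over 6 comparisons). The difference was 3.02 in batch 1 and 3.13 in batch 2. Taking vascular and mesenchymal cells as the denominator moved it most, to 18.7 percentage points (exact permutation test, two-sided, p = 0.114), and without ancrod mouse 2 it was 4.33 with the smallest possible p (exact permutation test, p = 0.0286). With the 417 unnamed cells of fibroblast score it was 4.51 (exact permutation test, two-sided, p = 0.114). Macrophage-like cells rose from 6.53% ± 1.09 (SD, n = 4) to 10.5% ± 1.24 (SD, n = 4), by 3.97 percentage points, and every ancrod mouse lay above every control mouse (exact permutation test, two-sided, p = 0.0286, the smallest possible; adjusted p = 0.171). Both batches had a like difference, 4.01 and 3.87, and without ancrod mouse 1 the difference of 3.38 had a p of 0.0571 in the exact permutation test. Homeostatic astrocyte-like cells were at 5.05% ± 3.6 (SD, n = 4) and 6.63% ± 3.92 (SD, n = 4), a difference of 1.58 (exact permutation test, two-sided, p = 0.571; adjusted p = 0.686), with 1.54 and 1.71 within batches. As a share of glial and neuronal cells the difference was −12.1 percentage points (exact permutation test, two-sided, p = 0.286), and without ancrod mouse 2 it was −0.180 of all cells. For reactive astrocyte-like cells the shares were 1.97% ± 0.966 (SD, n = 4) and 4.34% ± 2.59 (SD, n = 4), 2.37 apart (exact permutation test, two-sided, p = 0.143; adjusted p = 0.257), with 3.43 in batch 1 and −0.791 in batch 2. Without ancrod mouse 2, at 7.97%, the difference was 1.16, and with a mitochondrial limit of 10% it was 0.949. After thinning to 5000 UMIs, which left out 11 control and 31 ancrod fibroblast-like cells, dividing cells made up 9.13% ± 1.61 (SD, n = 4) of fibroblast-like cells in control and 15.6% ± 5.81 (SD, n = 4) in ancrod mice (exact permutation test, two-sided, p = 0.0571; adjusted p = 0.171), against 2.60% and 3.04% of microglia-like cells. That difference of 6.50 percentage points was 4.34 in batch 1, 12.9 in batch 2, 9.07 without thinning, 3.79 without ancrod mouse 4 and 2.50 with a UMI minimum of 1000 (exact permutation test, two-sided, p = 0.686).

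**Figure D3:**
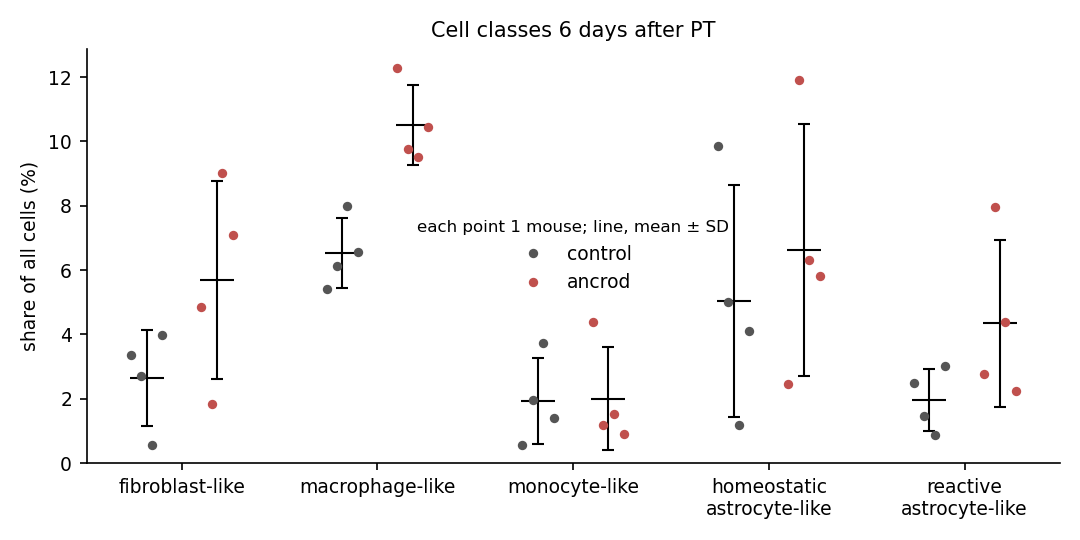
Share of all cells (vertical axis, %) by cell class in control and ancrod mice 6 days after PT; points are single mice, and lines are the mean ± SD of 4 mice. Macrophage-like cells lie between 5.41% and 7.99% in control and between 9.52% and 12.3% in ancrod mice, and the groups overlap in each of the other 4 classes shown.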

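Other cells of the injury site were counted for comparison. Monocyte-like cells made up 1.92% ± 1.34 (SD, n = 4) of cells in control and 2.01% ± 1.61 (SD, n = 4) in ancrod mice, a difference of 0.0862 percentage points (exact permutation test, two-sided, p = 0.886), with 0.281 within batch 1 and −0.500 within batch 2, and of −0.709 without ancrod mouse 1. Neutrophil-like cells were at 0.783% ± 0.446 (SD, n = 4) and 2.24% ± 1.72 (SD, n = 4), with overlapping groups (exact permutation test, two-sided, p = 0.171). Across the 8 mice, the share of fibroblast-like cells and that of macrophage-like cells had a Pearson's r of 0.398 (exact permutation test, two-sided, p = 0.336) and a Spearman's rho of 0.381 (exact permutation test, p = 0.36), with Benjamini-Hochberg adjusted p of 0.583 and 0.630 over 7 relations, and r was 0.206 without the 2 mice farthest from the median. The number of cells kept per library overlapped between the groups, at 4741 to 5507 in control and 4521 to 5661 in ancrod mice.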

#### Ligand–receptor analysis

To assess cell–cell communication using single–cell data, we used the LIANA v0.1.12 package. Samples were split by treatment and grouped by cell subtypes. Groups were processed using natmi, connectome, logfc, and cellphonedb rankings and the Consensus resource (nperms = 50). Top connections were sorted by the lower 5th percentile of aggregate rank, upper 95th percentile of LRscore of the sca ranking, and upper 95th percentile of edge specificity of the natmi ranking.

#### Flow cytometry of PVFs

*Collagen1α1–EGFP* reporter mice were anesthetized with ketamine and xylazine, and transcardially perfused with PBS. Brains were immediately harvested and processed.^22^ Briefly, brains were placed in the dissection solution (0.8% glucose and 15 mM HEPES in HBSS) on ice. Meninges were removed using small forceps and a light microscope (Leica MZ10). The lesion core was further microdissected, chopped into small pieces, followed by enzymatic digestion with papain (Worthington, 50 units per mouse brain tissue) in PIPES solution [(120 mM NaCl, 5 mM KCl, 50 mM PIPES[Sigma–Aldrich]), 0.6% glucose, 1% pen/strep in water, pH adjusted to 7.6] for 10 min at 37°C, and mechanically dissociated with fire–polished glass Pasteur pipettes after adding ovomucoid (Worthington, 0.14 mg/mouse) and DNase I (Invitrogen, 100 units/mouse). Myelin debris was removed by centrifuging in 22% Percoll (Sigma–Aldrich) for 10 min at 4°C without brakes. Single cells were collected by centrifugation (176 g, 5 min) and re–suspended in DPBS containing 2% FBS. For theanalysis of the gene expression of *collagen1α1* and *periostin*, PVF were sorted based on GFP fluorescence using BD FACSAria Fusion (BD Biosciences) and MoFlo Astrios (Beckman Coulter Life Sciences) sorter at the Flow Cytometry Core at the Lighthouse Core facility (Freiburg, Germany) into Cells–to–CT lysis solution (ThermoFisher, Cat#4391851C). Cells were analyzed using the BD FACSDiva 9 (BD Biosciences) and Summit V6.3 (Beckman Coulter Life Sciences) software.

#### RNA isolation and quantitative PCR

RNA was isolated from primary PVFs and quantitative real–time PCR was performed.^57^

#### Infarct volume analysis

To measure the infarct volume, 40-μm thick coronal sections were cut from mouse brains 7 days after PT and then immunolabeled with an anti-GFAP antibody. The ischemic lesion was outlined with ImageJ on coronal sections spaced 200-μm apart, as previously described.^54^ Infarct volumes were derived by calculating the average infarct area between slices and multiplying by the distance between the start and end slices.

#### Immunohistochemistry

Mice were transcardially perfused with ice–cold saline, followed by 4% PFA in phosphate buffer under ketamine and xylazine anesthesia. Brain samples were removed, stored in 30% sucrose in phosphate buffer for 2 days, embedded in tissue freezing medium (Tissue–Tek), and frozen in a −80°C freezer. Brain samples were cut by cryosectioning (CM3050S Cryostat, Leica) in 14– or 40–μm coronal sections, mounted on superfrost slides, and immunohistochemistry was performed.^22^ Briefly, sections were permeabilized with PBS–triton 0.1% (14–μm–thick sections) or PBS–triton 0.3% (40–μm–thick sections) for 30 min, blocked in 5% BSA for 1 h and finally incubated overnight (14–μm– thick sections) or for 2 days (40–μm–thick sections) with primary antibody in PBS with 1% BSA. The following primary antibodies were used: rabbit anti–5HT (1:2000, Immunostar, 20080), rat anti–active integrin β1 (1:50, BD Biosciences, 550531), rabbit anti–AQP4 (1:50, Santa Cruz, sc–20812), rabbit anti–αSMA (1:500, abcam, ab124964), mouse anti–CCR2 (1:1000, Novus, NBP2–35334), goat anti–CD31 (1:500, R&D Systems, AF3628), rabbit anti–CD44 (1:500, abcam, ab157107), rat anti–CD68 (1:500, Bio–Rad, MCA1957), rabbit anti–CD206 (1:500, R&D Systems, AF2535), rabbit anti–collagen1α1 (1:200, Cell Signaling Technology, 72026S), sheep anti–fibrinogen (1:500, USBiological, F4203–02F), rat anti–GFAP (1:2000, Invitrogen, 13–0300), chicken anti–GFP (1:2000, abcam, ab13970), rabbit anti–Iba1 (1:500, Wako, 019–19741), anti–isolectin–b4 (1:500, Vector Laboratories, RL1102), rabbit anti–Ki67 (1:200, Abcam, ab16667), rabbit anti–NeuN (1:500, Abcam, ab177487), rabbit anti–pan–laminin (1:2000, Sigma, L9393), goat anti–periostin (1:300, R&D Systems, AF2955), rabbit anti–pSMAD2 (1:100, Cell Signaling Technology, 3101), rabbit anti–TGF–β1 (1:200, Abcam, ab215715) and mouse anti–vinculin (1:100, Invitrogen, 14–9777–82). Secondary antibodies used included donkey antibodies to rabbit, rat, guinea pig, mouse, sheep, and goat, conjugated with Alexa Fluor 488, 594 or 647 (1:200, Jackson ImmunoResearch Laboratories). Sections were cover–slipped with DAPI (Southern Biotechnology).

#### ApopTag assays

ApopTag assays were carried out using the ApopTag Red *In Situ* Apoptosis Detection Kit (Merck, Cat#S7165), according to the manufacturer’s instructions. Briefly, specimens were permeabilized in PBS containing 0.1% Triton–X 100 for 15 min, washed once with PBS for 5 min and subsequently incubated with ethanol:acetic acid (2:1) at −20°C for 5 min, followed by blocking and then primary and secondary antibody treatments, as above. Thereafter, specimens were treated with equilibration buffer for 10 min at RT, followed by treatment with a working strength TdT enzyme mixture for 1 h at 37°C in a humid chamber. The enzymatic reaction was stopped with the working–strength stop/wash buffer supplied with the kit. Specimens were then treated with anti–digoxigenin conjugate for 30 min at 37°C in a humid chamber, followed by washing steps and mounting with DAPI–Fluoromount.

#### Fibroblast isolation and culture

Meninges of cerebral cortices from neonatal C57Bl/6J mice (3–5 days of age) were dissected, enzymatically digested in 0.2% trypsin and 0.25% collagenase II (Worthington Biochemical, Cat#LS0004174) for 15 min at 37°C, and the tissue was triturated into single cells.^58^ The cell suspension was cultured with DMEM supplemented with 10% FBS and 1% pen/strep at 37°C in uncoated 60 cm^2^ tissue–culture dishes. After 7 days, meningeal fibroblasts were treated with 0.2% trypsin–EDTA for 5 min and re–seeded or plated for the outlined experiments.

#### Immunoblots

For Collagen1α1 and CD44 expression analysis, meningeal fibroblasts or NIH3T3cells were seeded at a density of 1 × 10^5^ cells/well in uncoated 12–well plates (Falcon) in DMEM supplemented with 10% FBS and 1% pen/strep at 37°C for cell attachment, then starved overnight, pretreated either with 10 μM PP2 (Sigma, Cat#P0042) or the same volume of DMSO (control, Sigma) for 1 h and treated either with 1 μm/mL hirudin (Sigma, Cat#H0393) for 15 min followed by 2.5 mg/mL fibrinogen (Sigma, Cat#341578), or left untreated (control). 30 ng/mL recombinant murine PDGF–BB (Peprotech, 315–18) was used as positive control. Protein extracts from meningeal fibroblasts were separated by electrophoresis on a 4–12% gradient. The following primary antibodies were used: rabbit anti–Collagen1α1 (1:1000, Cell Signaling Technology, 72026S), rabbit anti–CD44 (1:1000, abcam, ab157107) and rabbit anti–GAPDH (1:1000, Cell Signaling Technology, #2118). Blots were washed three times with TBS–T, incubated with peroxidase–labeled secondary antibodies (goat anti–rabbit IgG, Cell Signaling Technology, 1:5000), diluted in 5% nonfat milk in TBS–T for 1 h at room temperature, and washed again, followed by detection with chemiluminescence (ECL, GE Healthcare).

#### Fibroblast migration assay

Meningeal fibroblasts were seeded at a density of 2 × 10^4^ cells/well in uncoated 8–well culture slides (Falcon) with DMEM supplemented with 10% FBS and 1% pen/strep at 37°C until confluency. Hereafter, cells were pretreated overnight with anti–CD44 blocking monoclonal antibody IM7 (50 μg/mL, Invitrogen, 14–0441–81) or rat IgG2b kappa isotype control (50 μg/mL, Invitrogen, 14–4031–81) in DMEM in absence of FBS. Cells were treated with 1 μL/mL hirudin for 15 min, followed by 2.5 mg/mL fibrinogen for 1 day. Recombinant murine PDGF–BB (30 ng/mL, Peprotech, 315–18) served as positive control. A scratch was made in the monolayer with a pipette tip (200 μL) and migration of fibroblasts was evaluated 24 h later.

#### Immunocytochemistry

Meningeal fibroblasts were seeded (4 × 10^4^ cells/well) in fibrin–coated (250 μg/mL) 8–well culture slides (Falcon) in DMEM supplemented with 10% FBS and 1% pen/strep at 37°C and fixed 2 days later. Meningeal fibroblasts were rinsed with ice–cold PBS, fixed in 4% PFA for 15 min at 4°C, washed three times with PBS, permeabilized for 10 min at 4°C in PBS plus 0.2% Triton X–100 (by volume), blocked in PBS with 5% BSA for 30 min at 4°C, and washed three times in PBS. The primary antibodies used were rabbit anti–αSMA (1:500, abcam, ab124965) and chicken anti–GFP (1:2000, ab13970), and the secondary antibodies used included donkey antibodies to rat, rabbit and mouse conjugated with Alexa Fluor 488, 594 or FITC (1:200, Jackson ImmunoResearch Laboratories). The slides were mounted with DAPI Fluoromount–G.

#### Microscopy and imaging analysis

Images were acquired with a Leica TCS SP8 laser confocal microscope from 3 to 4 brain sections (per mouse) belonging to the plane of injury. Z–stacks were collected with a 0.5–1.0–μm step size and combined into maximum intensity projections with the LAS AF image–analysis software (Leica). For the overview images of the lesion core, tile–scan images were acquired with a 20X objective. For protein expression analysis, images containing PVFs in the lesion core were acquired with 63X oil objectives. For immunoreactivity (IR) analysis, images were saved in TIFF format. With ImageJ (NIH), images were converted into 16–bit images and thresholded. IR was calculated by the number of colored pixels (positively stained areas) divided by the total number of pixels (sum of positively and negatively stained area) in the imaged field. To analyze fibrinogen– and GFP–IR from overview images, regions of interest (ROIs) of 200 × 200 μm were drawn at an area of the lesion core adjacent to the lesion border and IR was measured. To analyze Col I–, periostin, CD44 and vinculin–IR in PVF after PT, ROIs were drawn based on GFP signal to delineate fibroblasts, and then IR was measured in the previously drawn ROIs. To analyze the GFP–IR in overview images 6 days after PT in ancrod or control mice, IR was measured in the center (1.5 mm diameter) of the lesion core. For the analysis of periostin- and Col I-IR in the lesion core of PLX5622–treated mice, IR was measured in tilescan images and values were normalized by the average of the control group. For the analysis of Iba1-IR in the lesion core and lesion rim of PLX5622–treated mice, the lesion core and the lesion rim (first 100 μm outside the lesion core) areas were manually delineated and IR was measured separately in each area from tilescan images. CCR2+ monocytes and CD206+ macrophages were counted manually in tilescan images of the lesion core. To analyze Col I in contact with GFAP+ cells and CD44 expression by GFAP+ cells 10 days after PT, 63x images were taken at 2 different sides of the lesion border. A random GFAP+ astrocyte directly positioned at the lesion border was manually delineated and IR was measured in that selected area. For the analysis of the number of GFP+ cells in the lesion core, cells were manually counted from tile–scan images of the whole lesion core, and the number of GFP+ cells was normalized by the lesion core area. For the analysis of the number of Ki67+ or ApopTag+ GFP+ cells in the lesion core, cells were manually counted from images taken from two different sides of the lesion core. For the analysis of laser–induced CNV mice, positive areas were measured as lesion sizes in pixels from images taken with a 20x objective. For the analysis of the expression of αSMA, αSMA–IR was measured in an ROI comprising 200 × 800 μm of the lesion core adjacent to the lesion border. For the analysis of the expression of αSMA by meningeal fibroblasts, αSMA–IR was measured in five random images taken by an Axio Imager M2 fluorescence microscope (Zeiss) of 8–well culture slides and normalized by the number of fibroblasts present in each image and relativized by the control group. Images were collected using the Zen Blue edition software (Zeiss). For the *in vitro* fibroblast migration assay, the wound area was photographed at *t* = 0 and *t* = 24 h with a light–field microscope (Primo Vert, Zeiss) coupled to a digital camera (Canon PC1252 DC 4.3V). The pictures were analyzed using ImageJ. The migration rate was determined by the wound area at the two times and relativized to the untreated group. For the analysis of CD206+ TGFβ1+ macrophages, cells were manually counted in three different sides of the lesion core. For neuronal survival analysis, images were taken with a 20x objective, and NeuN+cells were counted manually in a ROI comprising 150 × 900 μm in the lesion border.

#### Three–dimensional reconstructions

β1 integrin, vinculin and αSMA expression in PVFs, as well as, TGF–β1+CD206+ macrophages were represented as 3D reconstructed images. For fibroblast reconstruction and fibrinogen deposition in the perivascular space, images were acquired from 40–μm–thickness samples with a 63X objective. A total of four images containing PVFs were taken for each section. For fibrinogen deposition in the perivascular space, briefly, one surface for laminin and another for fibrinogen were created using the automatic surface rendering tool of Imaris. Applying a filter in the option mode, only fibrinogen colocalizing with laminin was measured, automatically excluding fibrinogen deposited in the parenchyma and in the vessel lumen. Based on this filter, the volume of fibrinogen was analyzed. For fibroblast reconstruction, using the Imaris software (Bitplane) the manual surface mode was selected with the Z–plane mode one. An imaginary surface was created based on the GFP+ signal to mask each PVF. Automatic surface mode was used on the masked channel to reconstruct the 3D structure of the PVF. Surface volume of the GFP soma was analyzed. For PVF overt migration analyses, images were taken from representative areas of the lesion core with a 10x dry objective, and 3D reconstruction of the surfaces was done for nuclei, GFP+ PVFs and CD31^+^ vessels. The statistical tool to measure the shortest distance to the closest vessel was used to compile the information about each PVF in the image. The rate of overt migration was established as the number of PVFs whose shortest distance to the closest vessel was higher than 5 μm divided by total number of PVFs. The length of migration was defined as the shortest distance to the closest vessel for every overtly migrated PVF. For perivascular macrophage activation analysis, one surface for CD206 and another for CD68 were created, and only CD68 colocalizing with CD206 was measured for each cell. Based on this filter, the volume of CD68 in CD206+ cells was analyzed. For 5-HT axon reconstruction using the IMARIS Filament Tracker, axons within 100 μm on both sides of the lesion border were manually traced using the AutoPath function. Subsequently, only axons longer than 40 μm were considered for the quantification. Importantly, for the quantification of axons passing the lesion border, all axons were considered regardless of their length. For pSMAD2 nuclear location analysis, 3D reconstruction of the surfaces was done for nuclei, GFP+ PVF and pSMAD2. The overlapping volume ratio between pSMAD2 and DAPI was calculated for each individual PVF.

### Quantification and statistical analysis

Data are shown as the means ± SEM. Differences between groups were examined with one–way ANOVAs for multiple comparisons, followed by Bonferroni corrections for comparison of means; differences between two experimental groups were assessed by non–parametric two–tailed unpaired Mann–Whitney tests or two–tailed unpaired Student's t test when the data followed a Gaussian distribution. Analyses were conducted in GraphPad Prism (GraphPad Software, Version 6.0, La Jolla, USA). Differences were considered significant when the *p*–value was <0.05. Statistical details of experiments can be found in the figure legends.

# Supplementary material for: Fibrinogen triggers perivascular fibroblast activation in a mouse model of cortical ischemic stroke
**Source:** iScience. 2025 Oct 24;28(11):113834. doi: 10.1016/j.isci.2025.113834
**Supplement:** Document S1. Figures S1–S13

## **Supplemental information**

### **Fibrinogen triggers perivascular fibroblast activation in a mouse model of cortical ischemic stroke**

**Jose C. Martínez Santamaría, Corey Fehlberg, Pasquale Conforti, Jan N. Ness, Francesca Garafulic Justiniano, Pedro Manzitti, Felicitas Bucher, Jae K. Lee, and Christian Schachtrup**

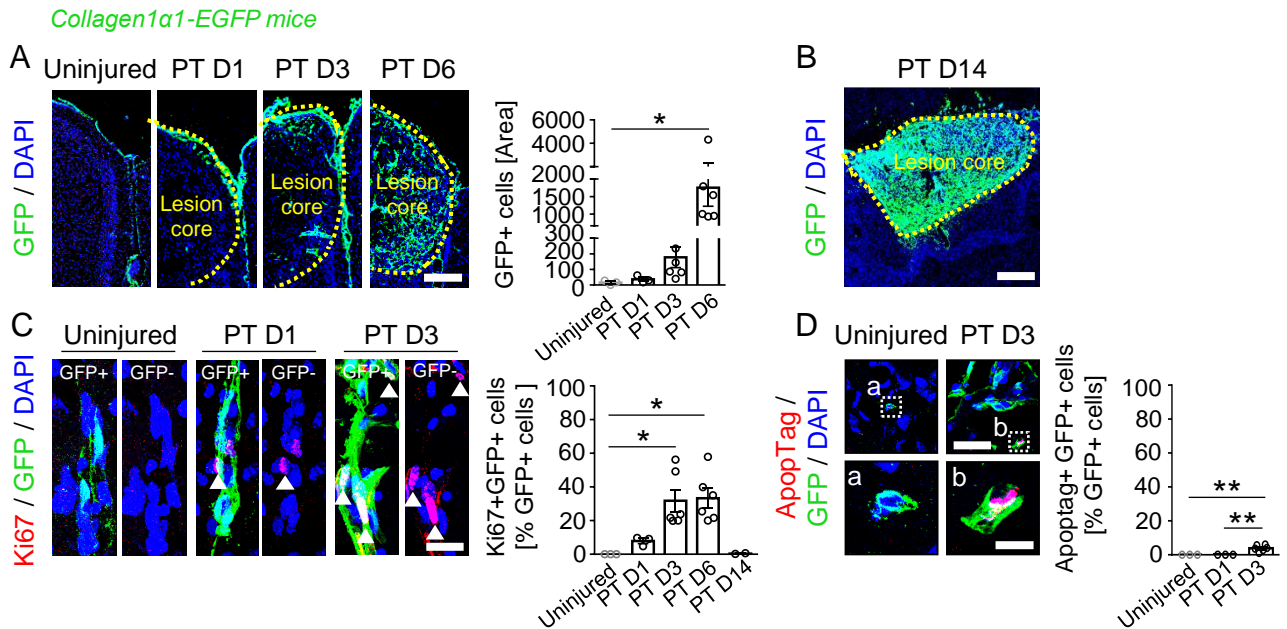

**Figure S1 | PVF cell number increase in the lesion core after PT, related to Figure 1.**

**A.** Representative images of GFP (green) in the lesion core 1, 3 and 6 days after PT, compared to uninjured mice. Scale bar, 150  $\mu$ m. Quantification of GFP+ cells per area in the lesion core (n = 3 mice, uninjured and PT D1; n = 6 mice, PT D3 and PT D6). \*P<0.05 by one-way ANOVA. **B.** Representative image of GFP (green) in the lesion core 14 days after PT (n = 2 mice). Scale bar, 50  $\mu$ m. **C.** Representative images of Ki67 (red) and GFP (green) in the lesion core 1 and 3 days after PT, compared to uninjured mice. White arrowheads indicate Ki67+GFP+ cells. Scale bar, 20  $\mu$ m. Quantification of the percentage of Ki67+GFP+ cells normalized by total GFP+ cells (n = 3 mice, uninjured and PT D1; n = 6 mice, PT D3 and PT D6; n = 2 mice, PT D14). \*P<0.05 by one-way ANOVA. **D.** Representative images of ApopTag (red) and GFP (green) in the lesion core 1 and 3 days after PT compared to uninjured mice. Scale bars, 20  $\mu$ m (overviews), 5  $\mu$ m (magnifications). Quantification of the percentage of ApopTag+GFP+ cells normalized by total GFP+ cells (n = 3 mice, uninjured and PT D1; n = 6 mice, PT D3). \*\*P<0.01 by one-way ANOVA. All data are shown as mean  $\pm$  s.e.m.

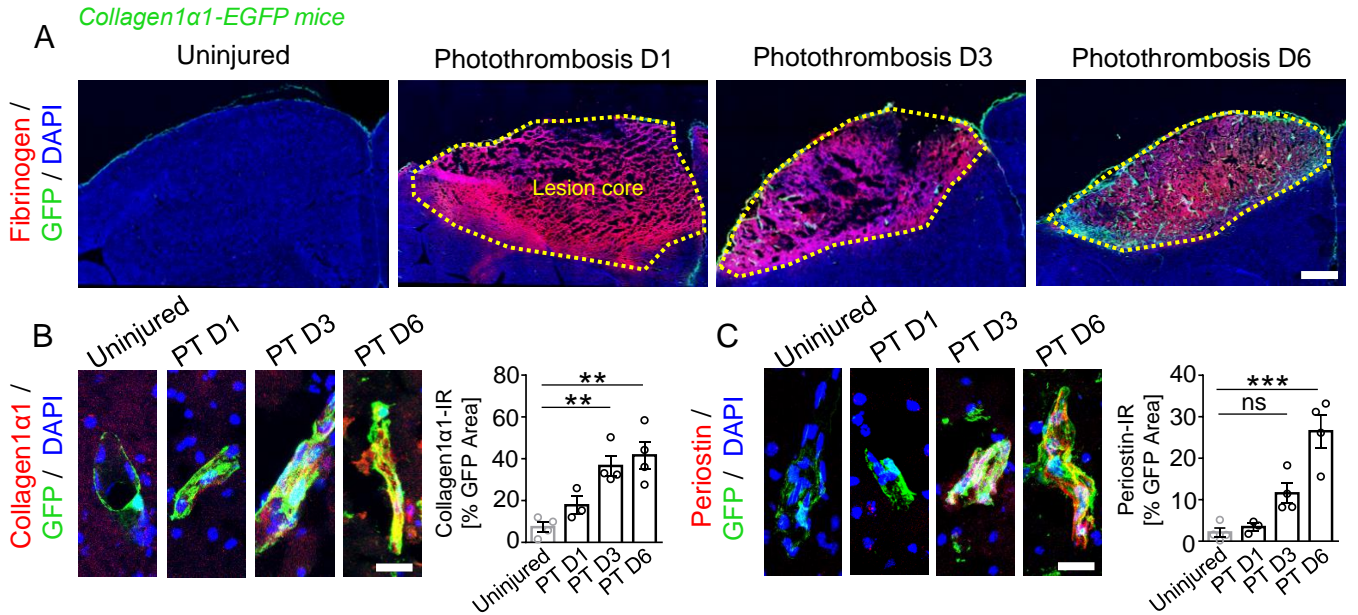

**Figure S2 | Fibrinogen deposition in the lesion core and PVF activation in the perivascular space after PT, related to Figure 1.**

**A.** Representative images of fibrinogen (red) and GFP (green) in the lesion core of mice after PT, compared to uninjured brain ( $n = 2$  mice). Scale bar, 400  $\mu$ m. **B-C.** Representative images of collagen1 $\alpha$ 1 (**B**, red) and periostin (**C**, red) in combination with GFP (green) in the perivascular space in the lesion core of mice after PT, compared to uninjured mice. Scale bars, 20  $\mu$ m. Quantification of collagen1 $\alpha$ 1- and periostin-IR per GFP+ area ( $n = 4$  mice, uninjured;  $n = 3$  mice, PT D1;  $n = 4$  mice, PT D3;  $n = 4$  mice, PT D6). ns, not significant, \*\* $P < 0.01$ , \*\*\* $P < 0.001$  by one-way ANOVA. All data are shown as mean  $\pm$  s.e.m.

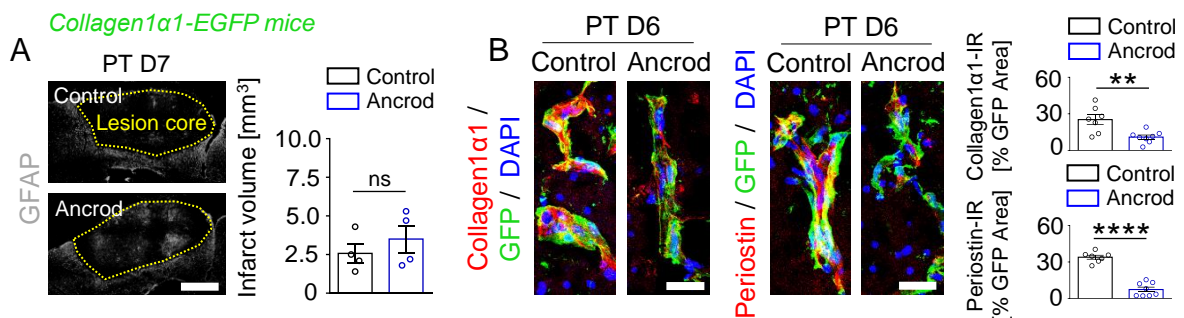

**Figure S3 | Fibrinogen depletion effect on lesion size and ECM deposition after PT, related to Figure 2.**

**A.** Immunolabeling of GFAP (grey) in the brain cortex 7 days after PT in anicrod-treated and control mice. The area delineated by the dotted line corresponds to lesion core. Scale bar, 400 μm. Quantification of the infarct volume (n=4 mice). ns, not significant. **B.** Representative images of Collagen1 $\alpha$ 1 (red, left) and periostin (red, right) in combination with GFP (green) in the perivascular space in the lesion core of fibrinogen-depleted and control mice 6 days after PT. Scale bars, 20 μm. Quantification of Collagen1 $\alpha$ 1- and periostin-IR per GFP+ area (n = 7 mice, control; n = 8 mice, anicrod). \*\*P<0.01, \*\*\*\*P<0.0001 by Student's t test. All data are shown as mean ± s.e.m.

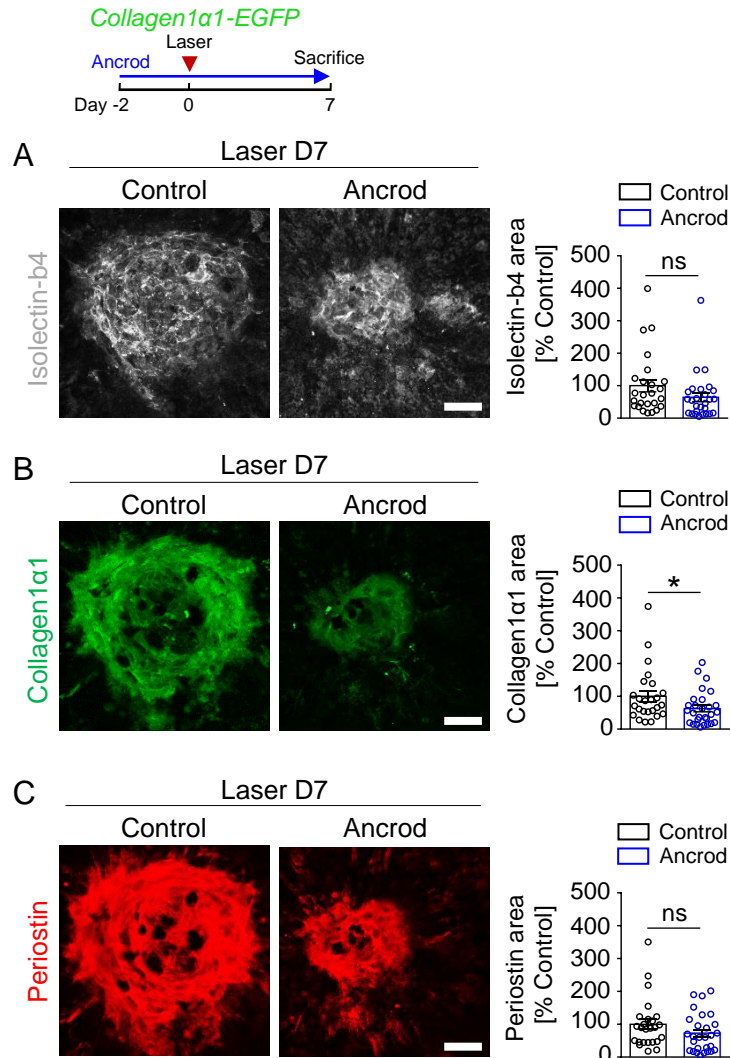

**Figure S4 | Fibrinogen depletion reduces ECM deposition in the CNV model, related to Figure 2.**

**A.** Scheme illustrating laser-induced CNV model in fibrinogen-depleted (ancrod) and control mice. Representative images of isolectin-b4 (grey) in the choroid of fibrinogen-depleted (ancrod) and control mice 7 days after laser. Scale bar, 50  $\mu$ m. Quantification of isolectin-b4 area in the injured areas of the choroid normalized by the control group (n = 6 mice, n = 25 injured areas in control, n = 27, ancrod). ns, not significant by Mann-Whitney U test. **B.** Representative images of collagen1 $\alpha$ 1 (green) in the choroid of fibrinogen-depleted (ancrod) and control mice 7 days after laser. Scale bar, 50  $\mu$ m. Quantification of collagen1 $\alpha$ 1 area in the choroid normalized by the control group (n = 6 mice, n = 25 injured areas in control, n = 28, ancrod). \*P<0.05 by Mann-Whitney U test. **C.** Representative images of periostin (red) in the choroid of fibrinogen-depleted (ancrod) and control mice 7 days after laser. Scale bar, 50  $\mu$ m. Quantification of periostin area in the choroid normalized by the control group (n = 6 mice, n = 25 injured areas in control, n = 28, ancrod). ns, not significant by Mann-Whitney U test. All data are shown as mean  $\pm$  s.e.m.

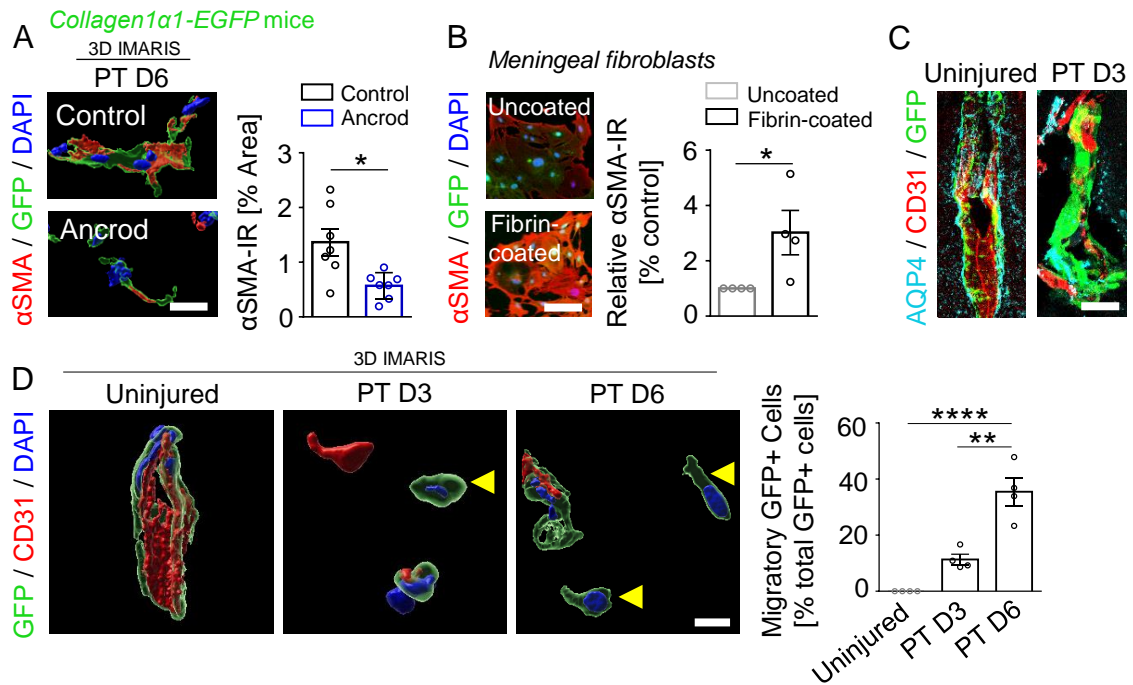

**Figure S5 | Fibrinogen-induced  $\alpha$ SMA expression in fibroblasts *in vitro*, related to Figure 2.**

**A.** 3D reconstruction of  $\alpha$ SMA (red) and GFP (green) in the lesion core of fibrinogen-depleted (ancrod) and control mice 6 days after PT. Scale bar, 5  $\mu$ m. Quantification of  $\alpha$ SMA-immunoreactivity (IR) in the lesion core (n = 7 mice). \*P<0.05 by Student's t test. **B.** Representative images of  $\alpha$ SMA (red) and GFP (green) in meningeal fibroblasts 2 days after culture on fibrin coating. Scale bar, 5  $\mu$ m. Quantification of  $\alpha$ SMA-IR per cell normalized by the control group (n = 4 biological replicates). \*P<0.05 Mann-Whitney U test. **C.** Representative images of AQP4 (cyan), CD31 (red) and GFP (green) in the lesion core of mice 3 days after PT, compared to uninjured mice (n = 4 mice). Scale bar, 10  $\mu$ m. **D.** 3D reconstruction of GFP (green) and CD31 (red) in the lesion core of fibrinogen-depleted and control mice 3 and 6 days after PT, compared to uninjured mice. Yellow arrowhead indicate migratory PVFs. Scale bar, 20  $\mu$ m. Quantification of migratory PVFs (n = 4 mice). \*\*P<0.01, \*\*\*\*P<0.0001, by one-way ANOVA. All data are shown as mean  $\pm$  s.e.m.

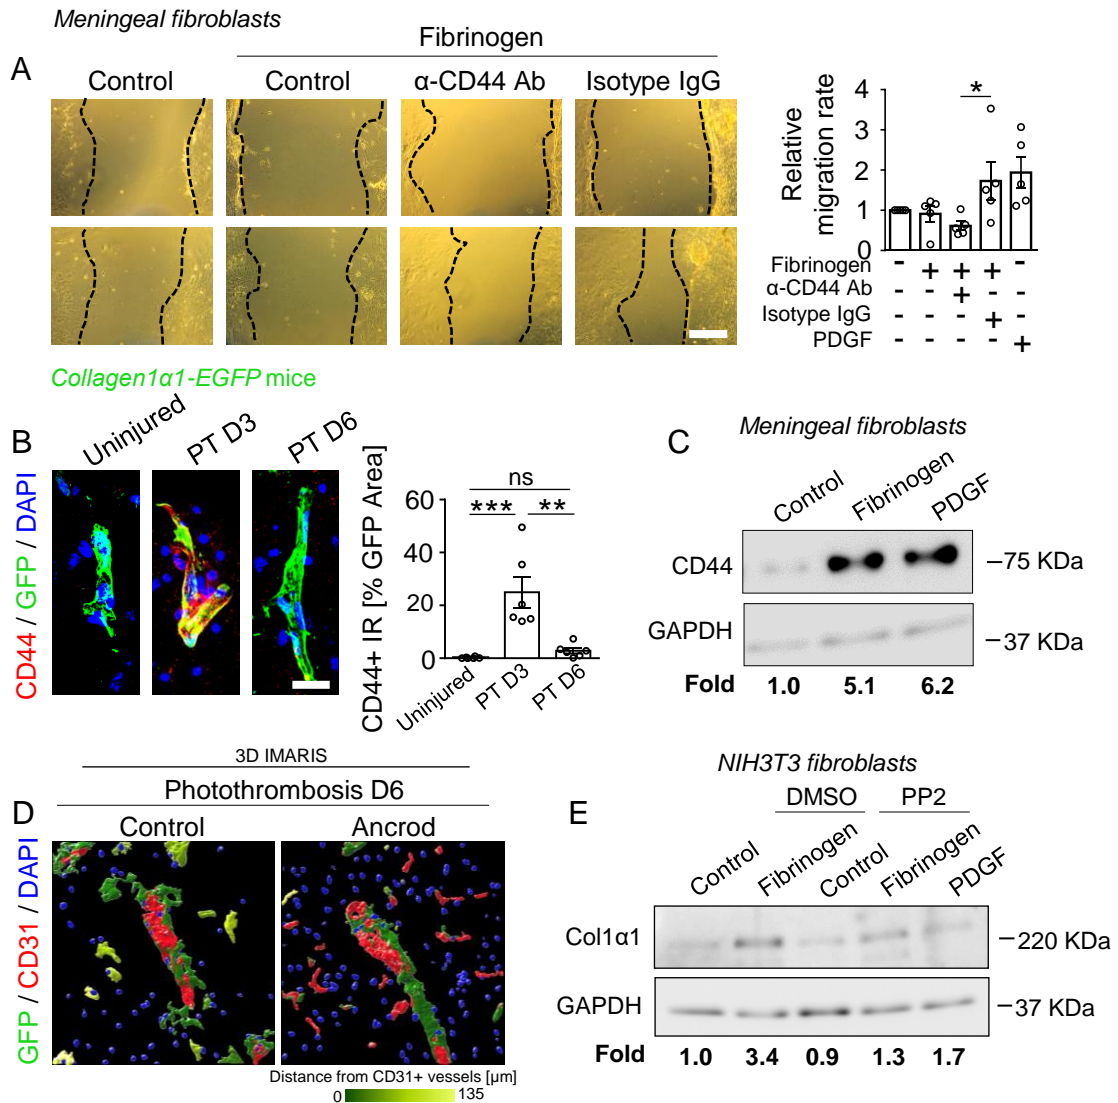

**Figure S6 | Fibrinogen-induced CD44 expression in fibroblasts *in vitro*, related to Figure 2.**

**A.** Representative images of meningeal fibroblasts after pretreatment with anti-CD44 blocking antibody or isotype immunoglobulin control for 12 h, followed by fibrinogen treatment for 24 h. PDGF served as a positive control. The scratch was performed after fibrinogen treatment. The extent of scratch closure is delineated by black dashed lines. Scale bar, 50  $\mu$ m. Quantification of cell migration 24 h after scratch ( $n = 5$  biological replicates). \* $P < 0.05$  Mann-Whitney U test. **B.** Representative images of CD44 (red) and GFP (green) in the lesion core of mice 3 and 6 days after PT, compared to uninjured mice. Scale bar, 10  $\mu$ m. Quantification of CD44-IR per GFP+ area ( $n = 6$  mice). ns = not significant, \*\* $P < 0.01$ , \*\*\* $P < 0.001$  by one-way ANOVA. **C.** Representative western blot image and quantification of CD44 expressed by meningeal fibroblasts treated for 1 day with fibrinogen. PDGF served as a positive control ( $n = 5$  biological replicates). **D.** 3D reconstruction of GFP (green) and CD31 (red) in the lesion core of fibrinogen-depleted (ancrod) and control mice 6 days after PT. A color scale is set to visually differentiate migratory PVF (lighter green) from PVF attached to the vasculature (darker green) ( $n = 8$  mice). Scale bar, 50  $\mu$ m. **E.** Representative western blot image and quantification of Collagen1 $\alpha$ 1 expressed by NIH3T3 cells pretreated for 1 hour with PP2 and treated for 1 day with fibrinogen. PDGF served as a positive control ( $n = 1$  biological replicate). All data are shown as mean  $\pm$  s.e.m.

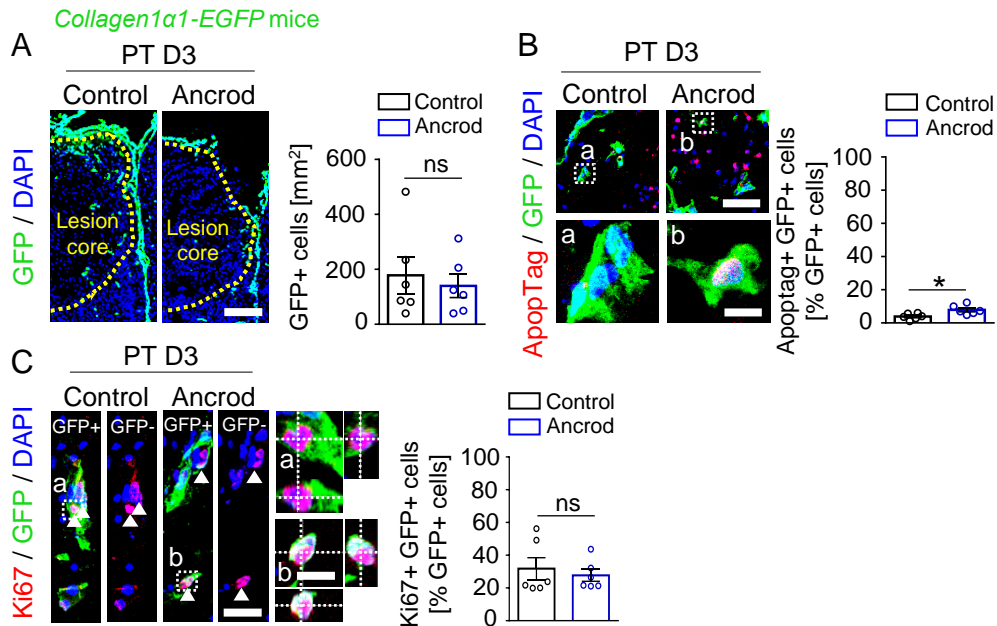

**Figure S7 | Fibrinogen depletion effects on PVF cell number, proliferation and apoptosis at day 3 after PT, related to Figure 2.**

**A.** Representative images of GFP (green) in the lesion core of fibrinogen-depleted (ancrod) and control mice 3 days after PT. Scale bar, 150  $\mu$ m. Quantification of GFP+ cells per area ( $n = 6$  mice). ns, not significant by Mann-Whitney U test. **B.** Representative images of ApopTag (red) and GFP (green) in fibrinogen-depleted (ancrod) and control mice 3 days after PT. Scale bar, 50  $\mu$ m (overviews), 5  $\mu$ m (magnifications). Quantification of the percentage of ApopTag+GFP+ cells normalized by total GFP+ cells ( $n = 6$  mice). \* $P < 0.05$  by Mann-Whitney U test. **C.** Representative images of Ki67 (red) and GFP (green) and orthogonal views of selected Ki67+GFP+ cells in the lesion core of fibrinogen-depleted (ancrod) and control mice 3 days after PT. White arrowheads indicate Ki67+GFP+ cells. Scale bars, 10  $\mu$ m (overviews), 5  $\mu$ m (orthogonal views). Quantification of the percentage of Ki67+GFP+ cells normalized by total GFP+ cells ( $n = 6$  mice). ns, not significant by Mann-Whitney U test. All data are shown as mean  $\pm$  s.e.m.

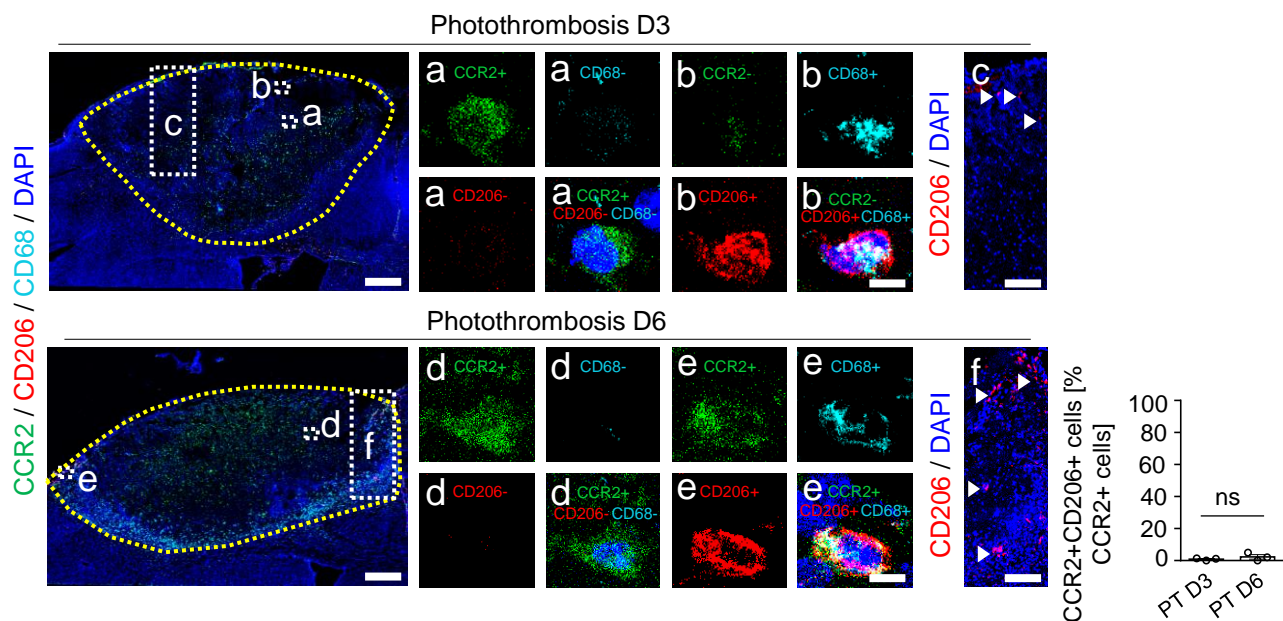

**Figure S8 | The majority of CCR2+ cells do not upregulate CD206 expression after PT, related to Figure 3.**

Representative image of CCR2 (green), CD206 (red), and CD68 (cyan) in the lesion core 3 days (above) and 6 days (below) after PT. White dashed boxes indicate a CCR2+CD206-CD68- cell (a, d), a CCR2-CD206+CD68+ cell (b) and a CCR2+CD206+CD68+ cell (e) displaying split channels, as well as an enlargement of regions of interest containing CD206+ cells (c, f) (n = 1 mouse, PT D3; n = 3 mice, PT D6). Scale bars, 400  $\mu$ m (overview), 5  $\mu$ m (single cells), 100  $\mu$ m (enlargement). Quantification of CCR2+CD206+ cells normalized to total CCR2+ cells in the lesion core (n = 3 mice). ns, not significant by Mann-Whitney U test. All data are shown as mean  $\pm$  s.e.m.

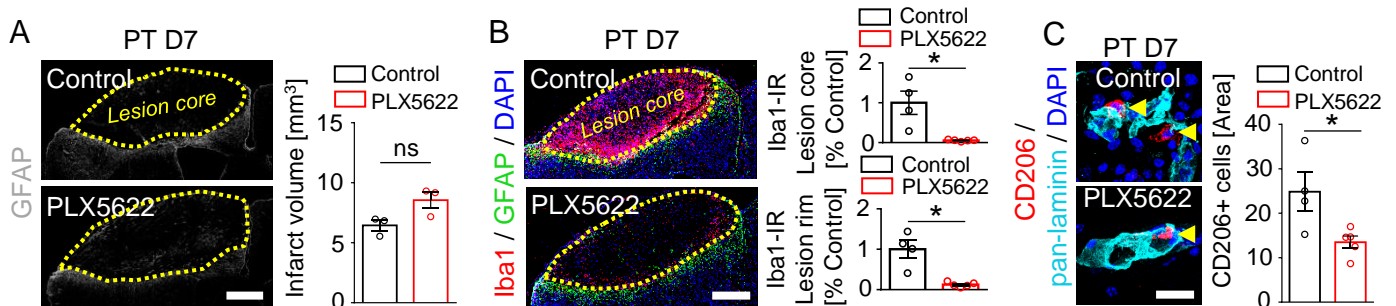

**Figure S9 | Myeloid cell depletion effects on lesion size and ECM expression by PVFs, related to Figure 3.**

**A.** Immunolabeling for GFAP (grey) in the brain cortex 7 days after PT in myeloid cell-depleted mice compared to control mice. Scale bar, 400  $\mu$ m. Quantification of the infarct volume ( $n = 3$  mice). ns, not significant. Unpaired Mann-Whitney test. **B.** Representative images of Iba1 (red) and GFAP (green) in the lesion area in myeloid cell-depleted (PLX5622) mice, compared to control mice 7 days after PT. Scale bar, 400  $\mu$ m. Quantification of Iba1-IR per lesion core area or lesion rim area normalized by the control group ( $n = 4$  mice, control;  $n = 5$  mice, PLX5622). \* $P < 0.05$  by Mann-Whitney U test. **C.** Representative images of CD206 (red) and pan-laminin (cyan) in the perivascular space in the lesion core in myeloid cell-depleted (PLX5622) mice, compared to control animals 7 days after PT. Yellow arrowheads indicate CD206+ perivascular macrophages. Scale bar, 20  $\mu$ m. Quantification of CD206+ cells per area ( $n = 4$  mice, control;  $n = 5$  mice, PLX5622). \* $P < 0.05$  by Mann-Whitney U test. All data are shown as mean  $\pm$  s.e.m.

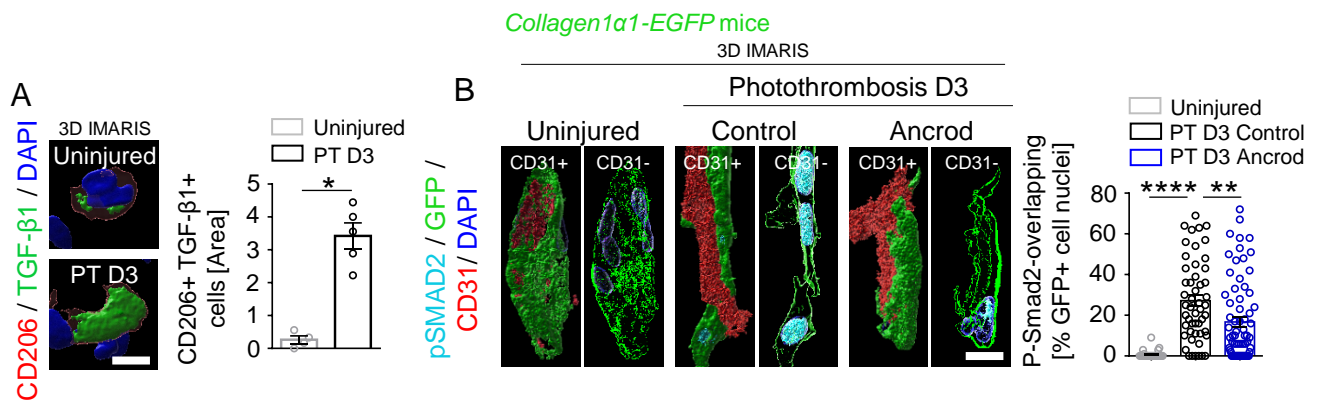

**Figure S10 | Early perivascular macrophage activation after PT, related to Figure 3.**

**A.** 3D reconstruction of CD206 (red) and TGF- $\beta$ 1 (green) in the perivascular space in the lesion core 3 days after PT, compared to uninjured mice. Scale bar, 5  $\mu$ m. Quantification of CD206+ TGF- $\beta$ 1+ cells per area (n = 4 mice, uninjured; n = 5 mice, PT D3). \*P<0.05 by Mann-Whitney U test. **B.** 3D reconstruction of pSMAD2 (cyan), GFP (green) and CD31 (red) in the lesion core of fibrinogen-depleted (ancrod) and control mice 3 days after PT, compared to uninjured mice. Scale bar, 20  $\mu$ m. Quantification of the percentage of overlapping between pSMAD2 and GFP+ nuclei (n = 2 mice; 31 cells, uninjured; 51 cells, PT D3 control; 71 cells PT D3 ancrod). \*\*P<0.01, \*\*\*\*P<0.0001 by one-way ANOVA. All data are shown as mean  $\pm$  s.e.m.

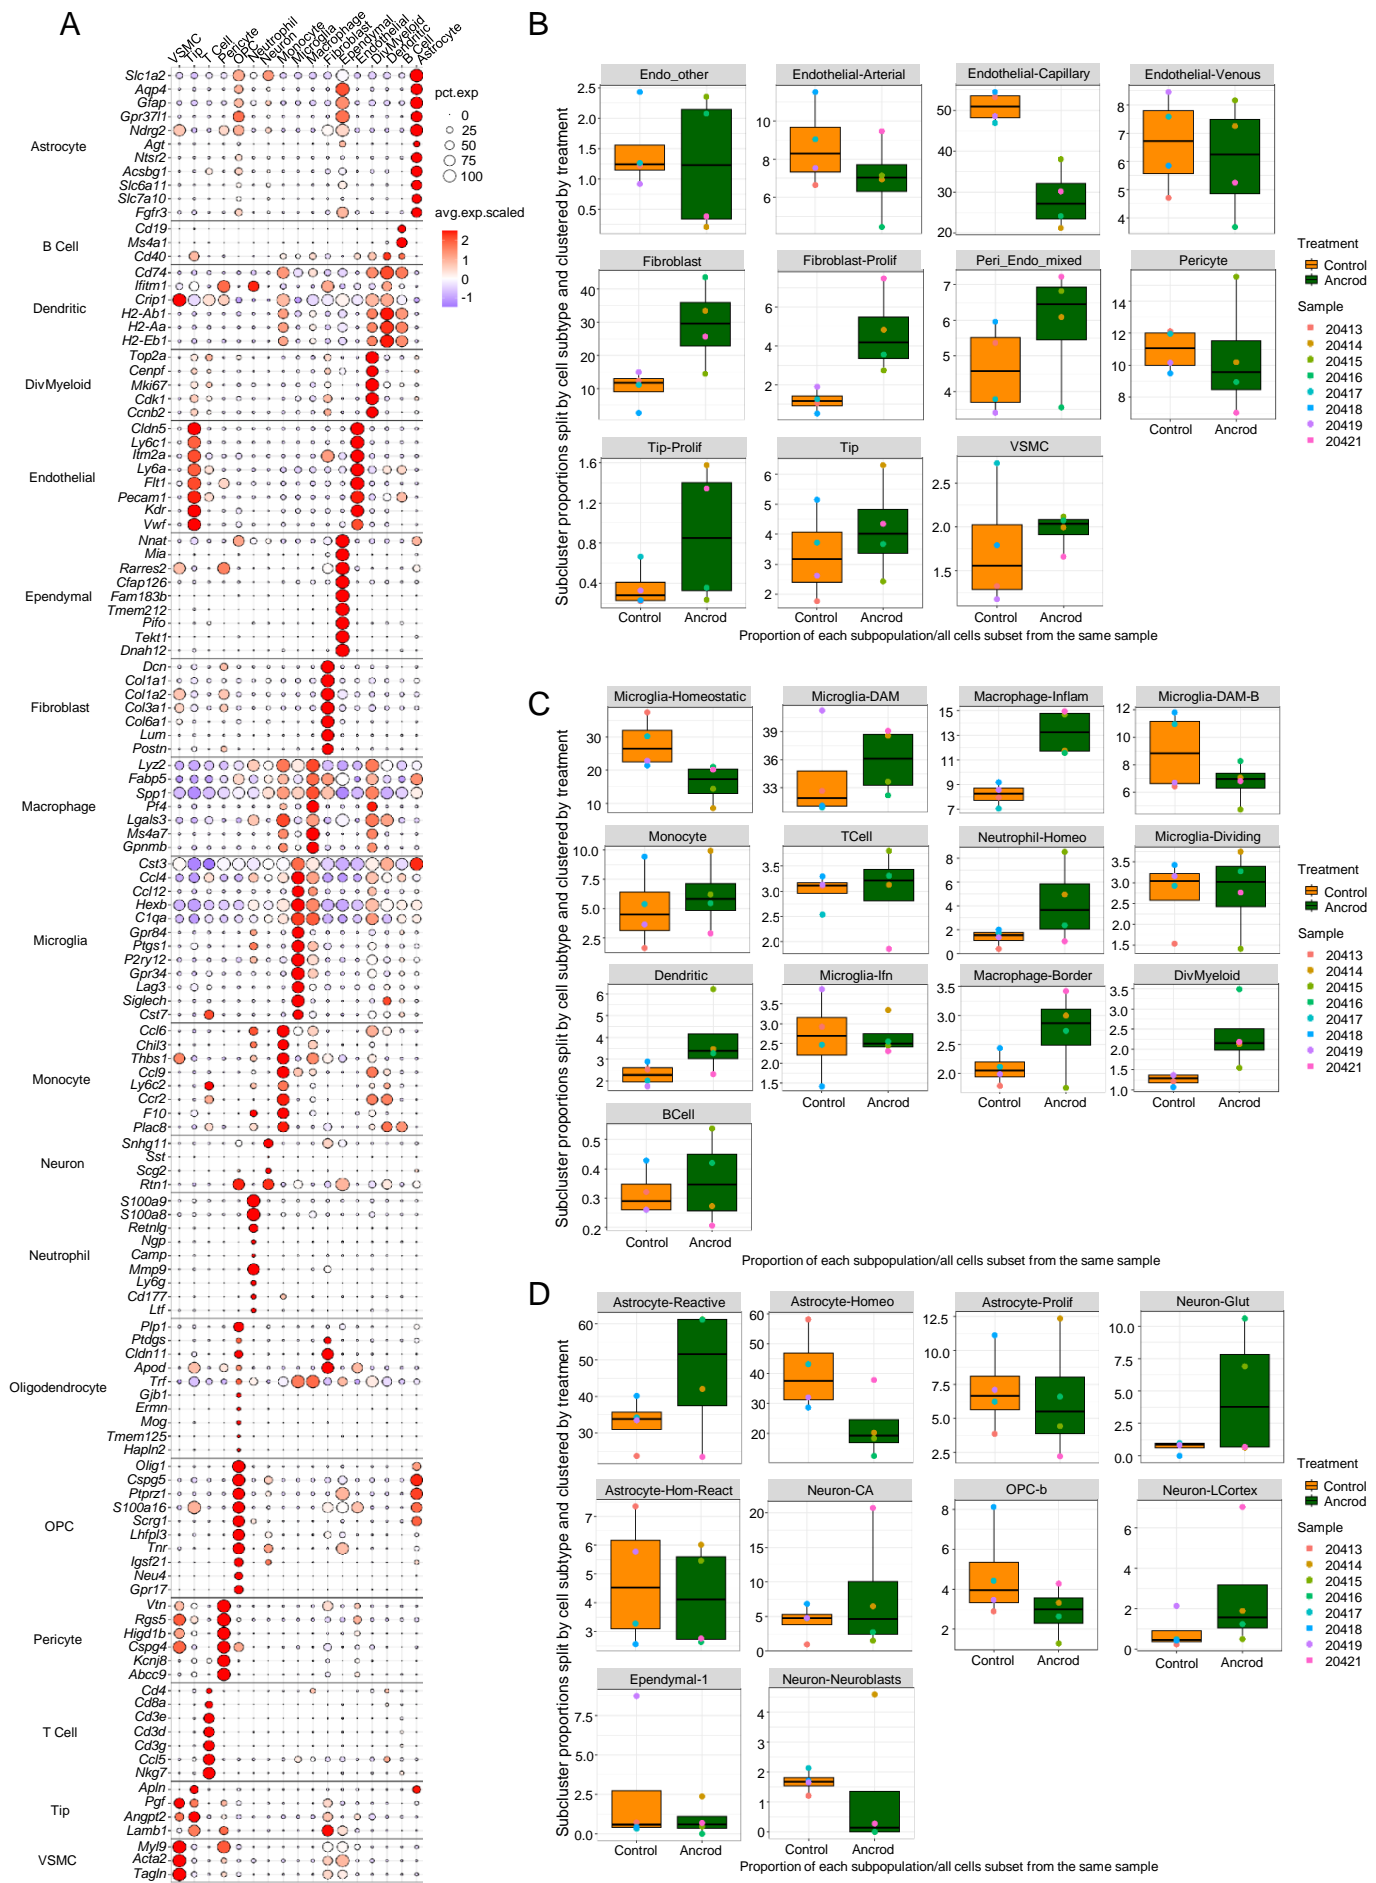

**Figure S11 | Cluster identification for the scRNA-Seq dataset and subtype proportions, related to Figure 3.**

**A.** Dot plot of key marker genes used to annotate each cell cluster. Spot size represents the percent of cells in each cluster that express at least one count of the gene. Spot color represents the z-score of expression levels of each gene per-cluster. **B-D.** Bar plots of vascular (B), immune (C), and glial (D) cell subtype proportions-per sample. 

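The plots give each cell subtype as a share of its niche in a mouse, so that a subtype can rise because others of the niche fall. With the names used here, fibroblast-like cells had a median share of 10.5% of vascular and mesenchymal cells in control mice and 30.3% in ancrod mice. In the immune niche, inflammatory macrophage-like cells had medians of 8.86% and 15.5%, border-associated macrophage-like cells 2.24% and 3.37%, and monocyte-like cells 2.88% and 2.60%. In the glial and neuronal niche, the medians were 56.8% and 47.0% for homeostatic and 26.2% and 36.0% for reactive astrocyte-like cells. Unnamed cells were left out of these denominators.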

Proportions are relative to all cells of the same sample for each group. Spots colored by sample and bar plots are colored by treatment.

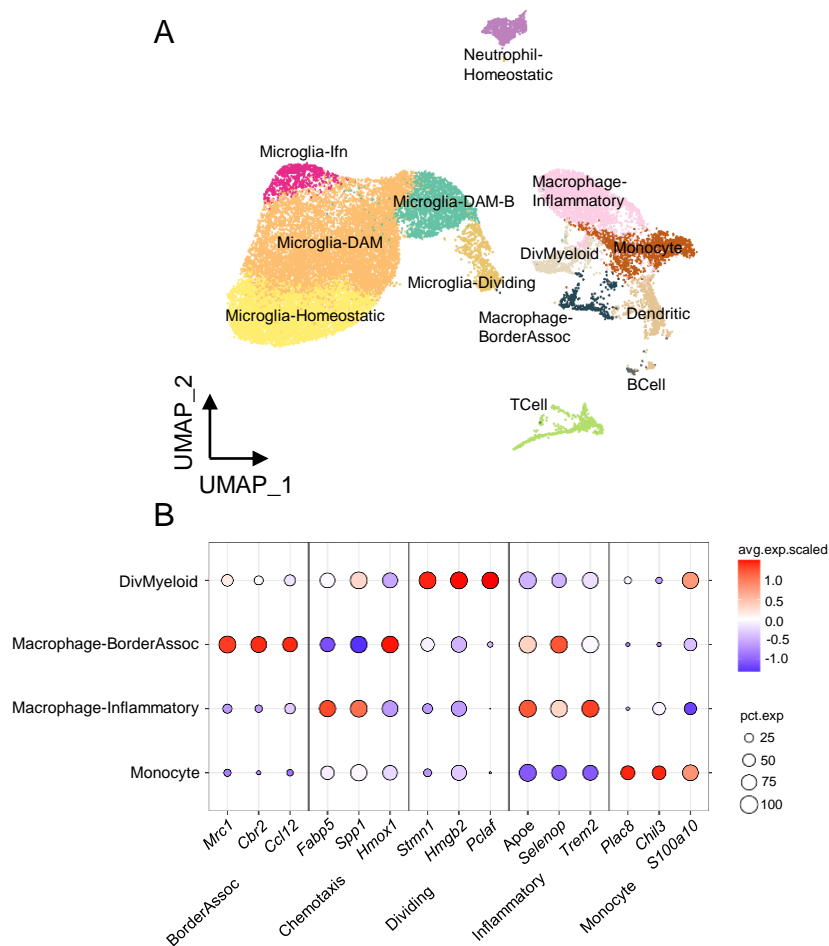

**Figure S12 | scRNA-Seq immune cell subcluster identification, related to Figure 3.**

**A.** UMAP representation of distinct immune cell subclusters obtained after subcluster analysis of the identified immune cell cluster in Fig. 3F. **B.** Dot plot of key marker genes used to annotate each cell subcluster. Spot size represents the percent of cells in each subcluster that express at least one count of the gene. Spot color represents the z-score of expression levels of each gene per-subcluster.

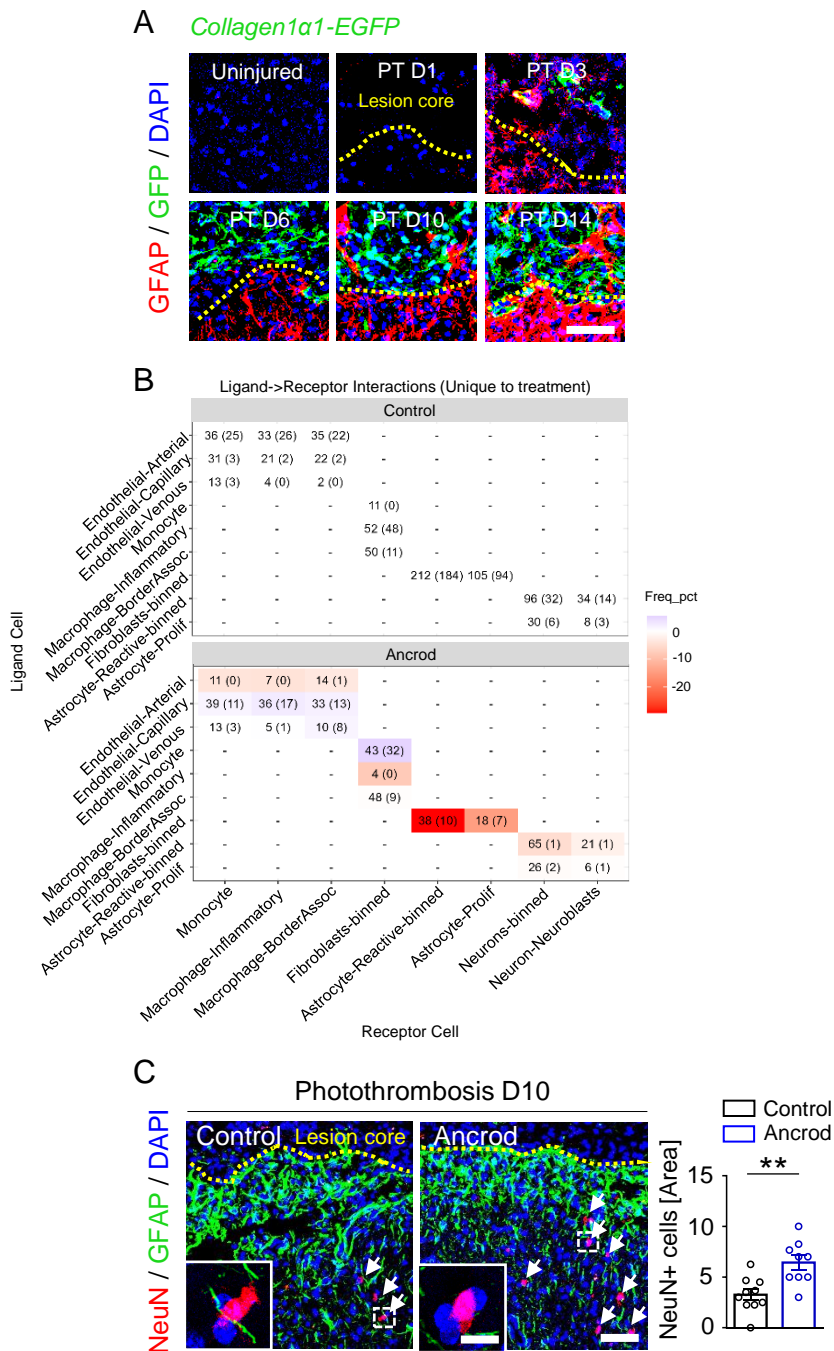

**Figure S13 | Fibrinogen depletion reduces PVF-astrocyte cell-cell interaction and improved neuronal survival at the lesion border after PT, related to Figure 4.**

**A.** Representative images of GFP (green) and GFAP (red) at the lesion border in uninjured mice and at different timepoints after PT (n = 1 mouse). Scale bar, 50 μm. **B.** Table of unique ligand-receptor interactions in control- and fibrinogen depleted mice. Ligand cells (y-axis) and receptor cells (x-axis) interactions were filtered for an aggregate rank of  $\leq 0.001$  and grouped by treatment. Interactions that were unique to each treatment (n=1 or log fold-change difference of  $\geq 2$ ) are in parentheses. Interactions are colored by percent change in number of interactions from saline to Ancrod (Freq\_pct). **C.** Representative images of NeuN (red) and GFAP (green) in the lesion penumbra of fibrinogen-depleted (ancrod) and control mice 10 days after PT. White arrows indicate NeuN+ cells. Scale bars, 50 μm (overviews), 10 μm (magnifications). Quantification of NeuN+ cells in the lesion penumbra (n = 10 mice, control; n = 9 mice, ancrod). \*\*P<0.01 by Student's t test. All data are shown as mean ± s.e.m.

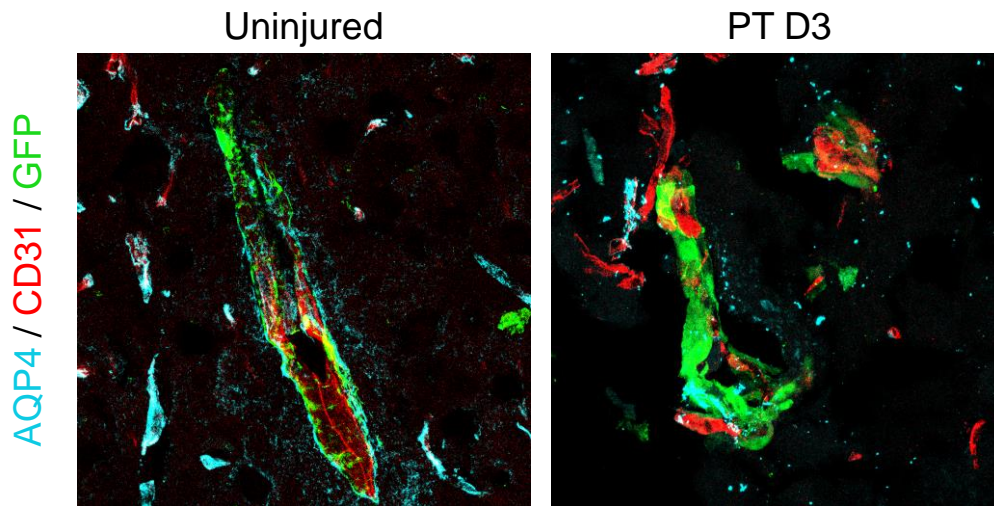

**Data S1** | Representative images of AQP4 (cyan), CD31 (red) and GFP (green) in the lesion core of mice 3 days after PT, compared to uninjured mice (n = 4 mice).

How the deposited data were processed for this re-analysis (not part of the article)

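The data come from single-cell RNA sequencing of the cortical injury site 6 days after PT in 8 mice, 4 given saline and 4 given 2.4 U ancrod per day, with 1 library per mouse. Libraries were made with the 10x Genomics 3′ v3.1 chemistry. The authors aligned the reads with Cell Ranger to GRCm39 and deposited UMI counts per gene and droplet, which were checked to be whole numbers without normalization or filtering of droplets. Each matrix lists 21848 genes. The sample labels name the mouse strain as C57BL/6J and give 1 sex, whereas the paper's methods name C57BL/6N and both sexes, and this was not settled. The other experiments of the paper, such as imaging and cell culture, were not used here.

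Droplets with at least 500 UMIs were read. A droplet was kept as a cell when it reached the inflection point of the barcode rank curve of its library, held less than 30% mitochondrial UMIs (13 genes) and lay within 3 median absolute deviations of the median of log10 UMIs and of log10 genes. The emptyDrops step was left out because the package that holds it was not installed. Doublets were scored with a Scrublet procedure written out with exact neighbours on 30 principal components, and in each library the highest scores were removed, at 0.8% per 1000 cells. Of 45221 droplets above the inflection point, 41004 were kept, and 1846 were removed as doublets. Droplets with at most 100 UMIs served as the profile of free RNA.

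Counts were normalized to 10000 UMIs per cell and log transformed. Clustering used the 3000 most variable genes, without mitochondrial genes and without the 42 genes of the ligand-receptor pairs fixed in advance (21 other genes of the pairs labelled in Fig. 3H and 4A were kept), 20 principal components, 20 neighbours, a graph of shared neighbours and the Leiden method at resolution 2 with seed 1. Myeloid cells, astrocytes and fibroblasts were clustered again among themselves. A cluster took the name of the class with the highest mean of its markers, each marker scaled to its highest cluster. It stayed unnamed when its 10 leading genes held more markers of another class, when fewer than 3 markers were found in at least 10% of its cells, when its UMIs were below 1/3 of the library median with no marker among the leading genes, or when a class of another niche scored at least 0.25. Some named clusters were led by genes of a state. Clusters of fibroblast-like, inflammatory macrophage-like and reactive astrocyte-like cells were led by genes of dividing cells, 88 inflammatory macrophage-like cells by the interferon response genes Rsad2 and Ifit2, and a homeostatic astrocyte-like cluster included Ifit3b among its leading genes.

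The comparisons, tests, marker genes, ligand-receptor pairs and most alternatives were fixed before the data were examined. The thresholds for leaving a cluster unnamed, the clustering of lineages among themselves, the number of principal components and the depth of 5000 UMIs for thinning were set after the clusters had been seen. The first gene tests used the earlier dispersion method of edgeR, and the default of the present version replaced it after the counts of changed genes had been seen.

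Shares of cell classes and ligand-receptor scores gave 1 value per mouse and were compared with a two-sided exact permutation test of the difference of means over 70 arrangements. Without 1 mouse there were 35 arrangements, within batches 40 (smallest possible p of 0.05) and for sign flips 16 (smallest possible p of 0.125). Benjamini-Hochberg adjustment covered 6 share comparisons and 5 score comparisons. A fibroblast-like cell counted as dividing with a UMI for at least 2 of Mki67, Top2a, Cenpf, Cdk1 and Ccnb2, after thinning to 5000 UMIs. The alternative of edge specificity divides the product of ligand and receptor expression by their sums over all classes.

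For gene expression, UMIs were summed per mouse and class, for classes with at least 10 cells in a mouse, filtered with filterByExpr, normalized with TMM and tested with glmQLFTest in edgeR, with Benjamini-Hochberg adjustment at a threshold of 0.05. Tables give CPM on the normalized library sizes. The genes named in the text were chosen by a rule: a list of 18 genes fixed in advance, and in each class the 3 largest rises and the 3 largest falls among genes past the threshold whose groups did not overlap. The list holds Egfr, Sdc2, Adam12, Angptl4, Mdk, Timp1 and Cd44, which the paper's text names for the single-cell data, 7 integrin subunits and 3 collagen chains chosen for the integrin receptors and collagens it mentions without naming each, and Postn, which it names for other experiments. As a check, counts were simulated with the depth of each class and the spread that edgeR's trend gives at each expression level. In these, 200 genes were changed. The spread of single genes was left out, so recovery of real changes may be lower. At a log2 fold change of 1, edgeR recovered 85.5% of the changed genes in fibroblast-like, 90.0% in inflammatory macrophage-like and 80.5% in border-associated macrophage-like cells. Recovery was 75.5% in monocyte-like and 76.0% in reactive astrocyte-like cells.

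Alternatives changed 1 choice at a time: a UMI minimum of 1000 for cells, a mitochondrial limit of 10%, no doublet removal, the doublet rate multiplied by 2, resolution 1, ligand and receptor genes kept for clustering, each mouse left out, a batch term, a replicate block, the niche as denominator, DESeq2 with its own size factors, no filter on genes with low counts, thinning to 5000 UMIs, equal numbers of cells per mouse, edge specificity, subtraction of free RNA and pooled cells. Gene places come from the GRCm39 annotation and identifiers from the gene lists of the matrices. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.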

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

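The tests of counting error, cell number, depth, free RNA and other immune cells in this part were chosen only after the results had been seen, and the count of splits was planned. Of 72 groups of 4 mice examined, 6 held a mouse far from the other 3, where chance gives 3.6, about 1 in 20 groups. No biological explanation was tested for single mice, since the design gives none within a group.

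Ancrod mouse 4 had the lowest mean LRscore from monocyte-like to fibroblast-like cells, 0.630 against 0.679 to 0.685 in the other ancrod mice, on 41 monocyte-like cells. Drawing 30 monocyte-like cells from every mouse left it lowest, with a gap of 0.790 of the range, which is below the limit for 4 samples, and without doublet removal it scored 0.681 against 0.684 to 0.709. A small number of cells and a difference of that mouse cannot be told apart, because drawing equal numbers does not add cells to it.

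Ancrod mouse 1 had the highest mean LRscore from fibroblast-like to reactive astrocyte-like cells, 0.899 against 0.886 to 0.888, and the highest median depth, 18736 UMIs per cell. With every cell thinned to 5000 UMIs the gap was 0.641 of the range, and with equal numbers of cells 0.741, both below the limit for 4 samples. Depth and other differences of that mouse cannot be told apart, since equal numbers of cells lowered the gap as well.

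Control mouse 3 had the highest Egfr level in fibroblast-like cells, 619 CPM against 398 to 412 CPM, on 31 cells. Counting error alone is argued against, because the exact 95% Poisson interval of this mouse started at 575 CPM and the highest of the other control mice ended at 441 CPM. The interval leaves out the spread between cells, so the small number of cells stays open.

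Control mouse 1 had the lowest Timp1 level in fibroblast-like cells, 256 CPM against 417 to 429 CPM. Its Poisson interval ended at 276 CPM and the others started at 393 CPM or above, which argues against counting error alone. What set this mouse apart stays open.

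Ancrod mouse 2 had the highest Itga3 level in fibroblast-like cells, 7.11 CPM against 4.4 to 4.63 CPM. This rests on 38 UMIs, and its Poisson interval from 5.04 CPM overlapped those of other ancrod mice, which reached 5.87 CPM, so counting error may explain it.

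Control mouse 3 also had the highest Clec4e level among control mice in border-associated macrophage-like cells, 10.1 CPM against 5.64 to 5.82 CPM. With 21 UMIs its Poisson interval started at 6.24 CPM, below the 13.3 CPM that the interval of another control mouse reached, so counting error may explain this value too.

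The paper does not discuss Clec4e, Emp1 and Pik3r5, which had log2 fold changes of 2.23, 1.38 and 1.18 in border-associated macrophage-like cells and were higher in each of the 4 ancrod mice than in every control mouse. Adjusted p was 0.0101, 0.0415 and 0.0120 in edgeR, and over the alternatives it ranged from 5.59e-08 to 0.844, from 4.92e-07 to 0.188 and from 9.12e-08 to 0.120. Free RNA is argued against as the whole cause, since the ancrod levels were at least 2.08 times those of the empty droplets. Other immune cells counted in the class are also argued against. Their markers gave a median share of at most 2.01% (inflammatory macrophages). Clec4e would need 12.8% of monocytes, whose markers gave 0.144%, or 2.80% of neutrophils, whose markers gave 0.00916%. Pik3r5 would need 36.8% of dendritic cells, whose markers gave 0.437%, and no immune class reached the Emp1 level. The number of changed genes does not exclude chance, since 2 of 35 splits of the mice gave as many, the real one included. An effect of fibrinogen depletion on these cells may underlie the change. The dependence on doublet removal (log2 fold change 1.59 for Clec4e without it) and on the mitochondrial limit (0.78 for Clec4e at 10%) stays open. A change in the mix of the 2 clusters of this class was not tested and stays open too. The cluster with Cd36 and Ccl7 among its leading genes made up 0.479% of control and 0.988% of ancrod cells. The cluster with Lyve1 and Cd163 made up 0.809% and 0.855%.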

How the results depend on the processing

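The naming of clusters by score alone, the earlier dispersion method of edgeR and leaving out mice for the endothelial-like, neuron-like and inflammatory macrophage-like shares were chosen after seeing the data; the other alternatives were planned. The earlier edgeR method was the first one run, and it gave 0 genes in fibroblast-like, inflammatory macrophage-like, monocyte-like and reactive astrocyte-like cells, as the default of edgeR did (unadjusted p below 0.05: 1589, 326, 355 and 314 genes; DESeq2: 108, 3, 0 and 1), and 4 in border-associated macrophage-like cells, all shared with the default. The cause of each change below was not tested unless stated.

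Of 18 alternatives per share, direction and side of the threshold stayed the same in 17 for fibroblast-like, 15 for macrophage-like, 15 for monocyte-like, 16 for homeostatic astrocyte-like and 18 for reactive astrocyte-like cells, and 16 for the dividing share. The difference of macrophage-like cells stayed 3.97 percentage points with a batch term, where 0.05 was the smallest p that the exact permutation test can give, so its own construction removes the call. Leaving out mice moved it between 3.38 and 4.46, and without ancrod mouse 1 the exact permutation p was 0.0571. The fibroblast-like difference moved between 1.94 and 4.33, passing the threshold without ancrod mouse 2 (exact permutation p = 0.0286). The monocyte-like difference moved between −0.709 and 0.693, and was negative without control mouse 1 (−0.362), control mouse 4 (−0.0853) or ancrod mouse 1 (−0.709). For homeostatic astrocyte-like cells it was −12.1 as a share of the niche, which has another denominator, and between −0.180 and 3.19 leaving out mice, negative without ancrod mouse 2. The dividing share passed the threshold with a mitochondrial limit of 10% (7.76, exact permutation p = 0.0286) and without ancrod mouse 3 (8.36). Leaving out mice moved it between 3.79 (without ancrod mouse 4) and 8.36, and the other alternatives between 2.50 (UMI minimum of 1000, exact permutation p = 0.686) and 9.07 (without thinning). The reactive astrocyte-like difference of 2.37 moved between 1.16 (without ancrod mouse 2) and 3.08 leaving out mice, and was 0.949 with a mitochondrial limit of 10%, 1.32 at resolution 1 and 5.76 as a share of the niche, which has another denominator.

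With the replicate block, the macrophage-like difference was again 3.97, with an exact sign flip p of 0.125, the smallest possible. The replicate numbers do not pair the mice: correlations within a number after centring ran from −0.485 to 0.298, and 0 classes had all of them above 0.1. The lost call says nothing about the size of the effect.

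Of 22 alternatives per LRscore, 18 kept direction and side of the threshold for inflammatory macrophage-like, 18 for monocyte-like, 18 for border-associated macrophage-like cells, 20 for fibroblast-like to reactive astrocyte-like cells and 18 for the collagen pairs with Cd44. A UMI minimum of 1000 turned the inflammatory macrophage-like difference to 0.00255. Thinning turned it to 0.00272 and the monocyte-like one to 0.0124, and raised the border-associated one to 0.0460 (exact permutation p = 0.0286, the smallest possible). Without doublet removal the monocyte-like difference was 0.00433 and that of the collagen pairs −0.000141. Edge specificity gave −0.00197 for border-associated macrophage-like cells and −0.00590 for the collagen pairs, a mitochondrial limit of 10% gave −0.00268 for these pairs, and resolution 1 gave 0.00173 for fibroblast-like to reactive astrocyte-like cells. Leaving out mice gave −0.00695 to 0.00407 for inflammatory macrophage-like cells (0.000952 without control mouse 3, 0.00407 without ancrod mouse 4), −0.0175 to 0.00415 for monocyte-like cells (0.000796 without control mouse 1, 0.00415 without ancrod mouse 4) and −0.00224 to 0.0243 for border-associated ones (−0.00224 without control mouse 2). It gave −0.00430 to 1.11e-05 for fibroblast-like to reactive astrocyte-like cells (1.11e-05 without ancrod mouse 2) and −0.000504 to 0.00862 for the collagen pairs (−0.000504 without ancrod mouse 1). Pooled cells, with no test, gave −0.00577 for border-associated macrophage-like cells, the other direction from the 0.0123 across mice. The gap between these values is below the SD of control mice (0.0333) but above that of ancrod mice (0.00520).

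Of 20 alternatives per gene count, those within 1.5 times of it (0 where it was 0) were 15 in fibroblast-like, 19 in inflammatory macrophage-like, 7 in border-associated macrophage-like, 19 in monocyte-like and 17 in reactive astrocyte-like cells. DESeq2 called 108 genes in fibroblast-like, 3 in inflammatory macrophage-like, 24 in border-associated macrophage-like and 1 in reactive astrocyte-like cells. In fibroblast-like cells edgeR called 1 gene with a mitochondrial limit of 10%, 2 without doublet removal, 2 with a UMI minimum of 1000, and 0 to 1 leaving out mice (1 without control mouse 3). In border-associated macrophage-like cells it called 1 with the doublet rate multiplied by 2, 1 with ligand and receptor genes kept, 7 without a filter, and 0 both with a mitochondrial limit of 10% and without doublet removal (where DESeq2 was not run). Leaving out mice gave 0 to 10 there: 10 without control mouse 3, 0 without control mouse 2 or 4, 1 without ancrod mouse 1, 2 or 3, and 2 without ancrod mouse 4. Those within 1.5 times gave 4 at resolution 1, by score and with the earlier edgeR method (the same 4 genes), 4 with a batch term and 5 with the replicate block (3 shared in each), and 3 with a UMI minimum of 1000 (3 shared) and without control mouse 1 (2 shared). Monocyte-like cells gave 0 to 1 leaving out mice (1 without control mouse 3), and reactive astrocyte-like cells 0 to 1 (1 without ancrod mouse 4) and 1 with a mitochondrial limit of 10%.

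Among single genes, Sdc2 had a log2 fold change of 0.013 at resolution 1. Itga3 had −0.069 with ligand and receptor genes kept, −0.050 with a mitochondrial limit of 10%, −0.076 without doublet removal, −0.10 at resolution 1, −0.17 with clusters named by score, −0.037 with a UMI minimum of 1000, and −0.10 to 0.17 leaving out mice (−0.10 without ancrod mouse 2, −0.020 without control mouse 2, −0.095 without control mouse 4). Itgb8 had −0.036 with ligand and receptor genes kept, −0.074 without doublet removal, −0.041 by score, and −0.085 to 0.087 leaving out mice (−0.085 without control mouse 3 or ancrod mouse 1). Cd44 in reactive astrocyte-like cells had −0.011 without doublet removal and −0.044 to 0.27 leaving out mice (−0.044 without ancrod mouse 1, −0.011 without control mouse 1). Cd44 in fibroblast-like cells passed the threshold over all genes in DESeq2 (adjusted p = 9.58e-05), and its adjusted p ranged from there to 0.484 over 20 alternatives. Egfr stayed negative in 20 of 20, with adjusted p from 0.202 to 0.760 in edgeR and DESeq2.

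Monocyte-like and border-associated macrophage-like cells had the lowest medians of summed UMIs among the classes tested for genes. Summed UMIs per mouse ranged from 350891 to 3424347 in monocyte-like and from 878035 to 3511648 in border-associated macrophage-like cells, and simulated changes of log2 fold 1 were recovered in 75.5% and 80.5% of genes there, against 94.0% and 97.0% at log2 fold 2. Recovery did not follow depth alone. Reactive astrocyte-like cells had a median of 2514845 summed UMIs per mouse, against 2108557 in border-associated macrophage-like cells. At log2 fold 1 their recovery was lower, 76.0% against 80.5%. Control mouse 3 gave 31 fibroblast-like cells and control mouse 1 gave 30 monocyte-like cells.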

Differences from the paper's values

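The paper states 1515 monocytes, and 813 cells were named monocyte-like here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number; the UMI minimum of 1000, the mitochondrial limit of 10%, no doublet removal, the doublet rate multiplied by 2, resolution 1 and ligand and receptor genes kept gave 783, 804, 818, 790, 805 and 813, and naming by score, added after seeing the values, gave 813. A further 658 cells with an inflammatory macrophage score stayed unnamed because their leading genes held monocyte markers, Chil3 and F10; counted with the monocyte-like cells, a sum made after seeing the values, they give 1471, within 1.5 times of the paper's number.

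The paper states 2634 fibroblasts, and 1711 cells were named fibroblast-like here. Of the alternatives set before the data were examined, the UMI minimum of 1000 (1890), no doublet removal (1966) and ligand and receptor genes kept (1894) came within 1.5 times of the paper's number, and the mitochondrial limit of 10% (1630), the doublet rate multiplied by 2 (1578) and resolution 1 (1627) did not. Naming clusters by score, chosen after seeing the values, gave 2128, within 1.5 times.

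For monocytes in ancrod mice the paper plots a median of about 5.8% of the immune niche in Fig. S11C, read by eye, and the median here was 2.60%. Every alternative with the classes named anew, planned or added after seeing the values, stayed different, from 2.47% to 2.66%.

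For homeostatic astrocytes in ancrod mice the paper plots a median of about 19% of its niche in Fig. S11D, read by eye, and the median here was 47.0% of glial and neuronal cells. Every alternative, planned or added after seeing the values, stayed different, from 40.9% to 56.7%. The cells were named anew here, so the niches may not hold the same cells as in the paper; a mitochondrial limit of 10% gave 40.9%.

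The paper states that fibrinogen depletion increased the interaction of PVFs with monocytes. Of the 17 pairs fixed in advance, 11 were higher and 5 lower in ancrod mice here. The paper counted interactions ranked by LIANA, which a tally of directions does not measure. Pairs of the tally also share receptors, and every one overlapped between the groups. The tally counts Spp1 with Itgav and Itgb1 apart from Spp1 with Itgav and Itgb5, although both had the same score. The mean LRscore of the 17 pairs, in contrast, was lower in ancrod mice. The difference was −0.00890 across mice (exact permutation test, two-sided, p = 0.657) and −0.00997 in pooled cells. Both leave out the 658 unnamed cells led by monocyte markers, and a score that includes them was not computed. The 3 largest differences were in Tgfa and Egfr (0.330 to 0), Areg and Egfr (0.0724 to 0.319) and Hbegf and Egfr (0.331 to 0.190). No other pair differed by more than 0.0201, so the mean depends mainly on these low-scoring pairs. The mean was higher in ancrod mice without doublet removal (0.00433), after thinning (0.0124), and without control mouse 1 (0.000796) or ancrod mouse 4 (0.00415). For inflammatory macrophages the paper states a reduction. Here the same tally was 9 higher and 7 lower, while the mean differed by −0.00251 (exact permutation test, two-sided, p = 0.83).

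The paper states that fibrinogen depletion reduced the interaction of PVF collagen I with astrocyte CD44. The mean LRscore of these pairs here was 0.00395 higher in ancrod mice (exact permutation test, two-sided, p = 0.571). It was lower with a mitochondrial limit of 10% (−0.00268), without doublet removal (−0.000141), with edge specificity (−0.00590) and without ancrod mouse 1 (−0.000504).

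The paper states that pairs of Fig. 3H were gained in monocytes. Over the 21 pairs labelled, 10 were higher and 11 lower in ancrod mice here, while their mean LRscore was higher, 0.864 against 0.855. Pf4 and Lrp1 differed most (0.556 to 0.761), with an SD of 0.211 in control mice. The next largest difference was 0.0148, for Thbs1 and Sdc4, so the higher mean rests mainly on Pf4 and Lrp1. The authors scored cells pooled by treatment, and the values here compare mice.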

Other observations

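The tests of unadjusted gene counts, of leaving out mice for endothelial-like, neuron-like and inflammatory macrophage-like cells, of droplets passing the UMI minimum and of Cd44 were chosen only after the result had been seen, and the other tests in this part were planned.

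Cd44 had a log2 fold change of 1.55 in fibroblast-like and 1.26 in border-associated macrophage-like cells. It was higher in each of the 4 ancrod mice than in every control mouse in both. Adjusted p was 0.243 and 0.115 over all genes in edgeR. Adjusted in edgeR over the genes of the list that were tested alone, 18 and 9 of the 18, it was 0.00633 and 0.000554. Most of the list follows the study's analysis of these samples. In border-associated macrophage-like cells adjusted p over the alternatives ranged from 4.84e-05 to 0.464. The values argue against free RNA as the whole cause in fibroblast-like cells, since it brings a mean of 11.3 CPM in ancrod mice, at most 14.3 CPM, against a level of 102 CPM. They also argue against immune cells in these droplets. Immune markers gave a median share of at most 1.97% (inflammatory macrophages), whereas Cd44 would need 16.7% of these, 4.87% of monocytes (markers 0.105%) or 5.17% of neutrophils (markers 0.00232%). A change in the fibroblasts themselves may underlie the level, as a hypothesis found and tested on the same mice, and a change in which fibroblast states were captured was not tested; with the 417 unnamed cells of fibroblast score, whose leading genes include collagens, the log2 fold change was 1.84 (adjusted p = 0.182, from 9.58e-05 to 0.484 over 20 alternatives). Whether the change differs between the classes was not tested. In fibroblast-like cells the direction was opposite to the paper's working model, which proposes that fibrinogen raises CD44 in PVFs by activating them. The paper's CD44 values for fibroblasts were of protein, in injured against uninjured mice and in cultured cells given fibrinogen. Whether CD44 protein in PVFs also differs after fibrinogen depletion cannot be told from RNA.

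In fibroblast-like cells, 1627 genes had an unadjusted p below 0.05 in edgeR, and 1 of 35 splits of the mice, the real one, gave as many; the next gave 1502 and the median of the others was 440.5. In inflammatory macrophage-like, border-associated macrophage-like, monocyte-like and reactive astrocyte-like cells 29, 4, 13 and 27 of 35 splits gave as many unadjusted genes as the real one (315, 655, 361 and 320). The share in fibroblast-like cells, 2.86%, is the smallest that 35 splits give. With 11.4% or more in the other classes, adjustment over the 5 classes raises even this smallest share to 14.3%. The adjusted share therefore could not exclude chance, whatever the fibroblast-like counts. For genes past the threshold, a count of 0 in edgeR (fibroblast-like, inflammatory macrophage-like, monocyte-like and reactive astrocyte-like cells; 1627, 315, 361 and 320 unadjusted; 108, 3, 0 and 1 in DESeq2) is reached by 35 of 35 splits whatever the data, and says nothing about chance. For the 4 genes in border-associated macrophage-like cells the count was 2 of 35 splits, so that chance is not excluded, and the other split with most calls gave 9.

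Col1a1 in reactive astrocyte-like cells, with a log2 fold change of 0.43 (standard error 0.43), followed its level in the empty droplets across 8 mice: Pearson's r was 0.951 (exact permutation p = 0.00119, Benjamini-Hochberg adjusted 0.00833 over 7 relations), Spearman's rho 0.952 (exact permutation p = 0.00114), r within groups 0.951, within batch 1 0.890, and 0.812 without the 2 mice farthest from the median. It also followed Col1a1 in microglia-like cells (r = 0.929, exact permutation p = 0.00486; 0.599 without the 2 farthest mice). Free RNA from fibroblasts may therefore supply these UMIs, and a change in the astrocytes stays open.

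The haemoglobin share of empty-droplet UMIs was 0.0102% ± 0.00933 (SD, n = 4) in control and 0.0102% ± 0.00441 (SD, n = 4) in ancrod mice, 3.11e-05 percentage points apart (exact permutation p = 1), with mice between 0.00219% and 0.0218%. With a spread as wide as the mean in control mice, a difference in blood left in the tissue stays open.

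For the higher share of fibroblast-like cells in ancrod mice, 3 technical explanations were tested. Few additional cells lay near the UMI minimum: 6 ancrod fibroblast-like cells were within the ratio of library depths (1.18) above it, of 629 more than in control mice, which argues against deeper libraries letting more droplets pass. Depth itself cannot be told apart from treatment, since total UMIs did not overlap between the groups, and the share had an r of 0.536 with total UMIs (exact permutation p = 0.161; rho 0.595; adjusted p = 0.376) and of 0.267 with the median UMIs per cell (exact permutation p = 0.526; rho 0.167; adjusted p = 0.583). Easier dissociation of the injury site, which the paper proposes, also cannot be told apart: macrophage-like cells rose with fibroblast-like cells, while the monocyte-like share differed by 0.0862 percentage points and recruitment can move these cells as well.

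Among 17 classes, 3 separated the groups. Endothelial-like cells made up 22.0% ± 1.73 (SD, n = 4) of cells in control and 11.8% ± 4.36 (SD, n = 4) in ancrod mice, lower in every ancrod mouse, neuron-like cells 0.348% ± 0.347 (SD, n = 4) and 1.87% ± 1.62 (SD, n = 4), and inflammatory macrophage-like cells 5.24% ± 0.926 (SD, n = 4) and 8.65% ± 0.871 (SD, n = 4), both higher in every ancrod mouse. Each had an exact permutation p of 0.0286, the smallest possible, and an adjusted p of 0.162 over the 17 classes. Chance separates 2.86% of comparisons in this way. The endothelial-like difference of −10.2 percentage points moved between −12.1 and −8.70 leaving out mice, with an exact permutation p of 0.0571 without any one control mouse. The neuron-like difference of 1.53 came to 0.734 (exact permutation p = 0.0571) without ancrod mouse 4, at 4.25%, which held 192 of the 366 neuron-like cells of ancrod mice, and had a p of 0.114 to 0.143 without any one control mouse. The inflammatory macrophage-like difference of 3.41 moved between 3.02 and 3.84 leaving out mice, each with an exact permutation p of 0.0286, the smallest possible.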
